# Systems Analysis of Insulin and IGF1 Receptors Networks in Breast Cancer Cells Identifies Commonalities and Divergences in Expression Patterns

**DOI:** 10.3389/fendo.2020.00435

**Published:** 2020-07-07

**Authors:** Rive Sarfstein, Adva Yeheskel, Tali Sinai-Livne, Metsada Pasmanik-Chor, Haim Werner

**Keywords:** insulin-like growth factor-1 (IGF1), IGF1 receptor (IGF1R), insulin receptor (INSR), systems analysis, BioNSi, network simulation

## Abstract

Insulin and insulin-like growth factor-1 (IGF1), acting respectively via the insulin (INSR) and IGF1 (IGF1R) receptors, play key developmental and metabolic roles throughout life. In addition, both signaling pathways fulfill important roles in cancer initiation and progression. The present study was aimed at identifying mechanistic differences between INSR and IGF1R using a recently developed bioinformatics tool, the Biological Network Simulator (BioNSi). This application allows to import and merge multiple pathways and interaction information from the KEGG database into a single network representation. The BioNsi network simulation tool allowed us to exploit the availability of gene expression data derived from breast cancer cell lines with specific disruptions of the INSR or IGF1R genes in order to investigate potential differences in protein expression that might be linked to biological attributes of the specific receptor networks. Modeling-generated information was corroborated by experimental and biological assays. BioNSi analyses revealed that the expression of 75 and 71 genes changed during simulation of IGF1R-KD and INSR-KD, compared to control cells, respectively. Out of 16 proteins that BioNSi analysis was based on, validated by Western blotting, nine were shown to be involved in DNA repair, eight in cell cycle checkpoints, six in proliferation, eight in apoptosis, seven in oxidative stress, six in cell migration, two in energy homeostasis, and three in senescence. Taken together, analyses identified a number of commonalities and, most importantly, dissimilarities between the IGF1R and INSR pathways that might help explain the basis for the biological differences between these networks.

## Introduction

The insulin-like growth factors (IGFs) create a complex network of ligands (insulin, IGF1, and IGF2), cell-surface transmembrane receptors [insulin receptor (INSR), IGF1 receptor (IGF1R), and IGF2 receptor (IGF2R)], and IGF binding proteins (IGFBPs) that, in a highly orchestrated manner, govern many physiological events, including endocrine, metabolic, nutritional, body growth, and aging processes (1–3). INSR and IGF1R display a remarkable similarity in their genomic organization as well as in the overall structures of the mature, tyrosine kinase-containing heterotetrameric cell-surface receptors (4, 5).

Insulin and IGF1, acting respectively *via* the INSR and IGF1R, display important metabolic and developmental roles at each period of life (6–8). While INSR and IGF1R share the majority of their downstream cytoplasmic mediators, clinical, and experimental data indicates that INSR activation leads predominantly to metabolic activities. On the other hand, IGF1R activation precedes growth events (9, 10). The IGF2R resembles the mannose 6-phosphate receptor, a membrane protein involved in the recycling of lysosomal enzymes (11). The ability of insulin and IGF1 to bind and activate the opposite receptor has been widely reported in the scientific literature (12). Cross-activation usually takes place at elevated concentrations of the hormone (at least one order of magnitude higher doses than those required by the high affinity-binding ligand to activate its cognate receptor) (13). Thus, high ambient values of insulin can activate the IGF1R, leading to proliferative activities, while excessive IGF1 can stimulate the INSR, leading to metabolic actions (5, 9). Pathological dysregulation of the IGF system is linked to a number of conditions, ranging from growth deficits to cancer development (14–16). The involvement of the INSR and IGF1R in breast cancer has been extensively reported (17–20). However, the complexity of this hormonal network led to conflicting results regarding the relative impact of the various players (i.e., ligands, receptors, etc.) in malignancy (21–23). Furthermore, this complexity translated into a disappointingly slow pace in the development of INSR/IGF1R-directed therapies (24–26). Genome-wide analyses of the mechanisms of action of insulin and IGF1 in breast cancer, as well as identification of the signaling pathways involved, is expected to be of major translational relevance.

Modeling and simulation of regulatory networks became an integral part of biological research (27). Network simulation tools are aimed at elucidating the interactions between genes, proteins and signaling pathways and, furthermore, are designed to provide new insights into complex biological questions. Simulation tools allow the visualization and analysis of the dynamics of local biological networks. The Biological Network Simulator (BioNSi) tool is a computational application that allows to import and merge multiple pathways and interaction information from the KEGG database into a single network representation (http://bionsi.wix.com/bionsi) (28, 29). Moreover, BioNSi enables the upload of expression values from high-throughput experiments and simulate the gene or protein interactions acquired from KEGG accordingly. Data generated may facilitate the investigation of the entire dynamic network under different biological conditions (30, 31). Given the vital roles of the INSR and IGF1R signaling pathways in breast cancer, and to gain new insight into potential commonalities and divergences in expression patterns between both receptors and their downstream mediators, we employed the BioNSi bioinformatics tool for network simulation. MCF7 breast cancer-derived cells with specific disruption of the INSR or IGF1R were used to study gene expression. BioNSi bioinformatics analyses integrated and simulated nine KEGG pathways, including apoptosis, cell cycle regulation, PI3K/Akt signaling, senescence and others, to a single network, based on specific gene expression. Our focus on these biological pathways stems from the fact that an important body of work over the past years revealed critical differences between the INSR and IGF1R pathways in these paths. Modeling-generated information was corroborated by experimental analyses.

## Materials and Methods

### MCF7 Breast Cancer-Derived INSR-KD and IGF1R-KD Cell Lines

The generation of MCF7-derived INSR-knock down (KD) and IGF1R-KD cell lines has been recently described (32). Briefly, GIPZ plasmids encoding the following microRNA-adapted short hairpin RNAs (shRNA): TGACTGTGAAATCTTCGGC (human IGF1R) and CTTACCAAGGCCTGTCTAA3 (human INSR), packed in lentiviral particles, were obtained from Open Biosystems (Huntsville, AL, USA). Plasmids were transfected into breast carcinoma-derived estrogen receptor-positive MCF7 cells (American Type Culture Collection, Manassas, VA, USA). In addition, a plasmid containing a non-coding shRNA sequence (control shRNA) was transfected into the same cells. Cells were maintained in DMEM supplemented with 10% fetal bovine serum, 100 units/ml penicillin, 100 μg/ml streptomycin, 5.6 μg/ml amphotericin B, and 1 μg/ml puromycin. MCF7-derived cell lines were a gift of Drs. Derek LeRoith and Ran Rostoker (Technion, Haifa, Israel).

### Microarray Experiment

MCF7 cells were seeded in 10-cm Petri dishes until reaching 100% confluence. The cells were washed with phosphate-buffered saline (PBS) and total RNA was isolated using the TRIzol reagent (InVitrogen, Waltham, MA, USA), according to the RNA extraction guidelines for Affimetrix GeneChip Assays. Affymetrix® Human Gene 2.1 ST Array Strip (#902114, Santa Clara, CA, USA) was used for gene expression analysis according to manufacturer's instruction manual (www.affymetrix.com). Partek Genomics Suite was used for analysis (www.partek.com/partek-genomics-suite/). The untreated MCF7 cells gene expression data is available as Supplementary Data Sheet 1.

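Gene expression was measured in 5 samples of control MCF7 cells, an established line of human breast adenocarcinoma cells. According to the sample labels, the cells had received the plasmid with the non-coding control shRNA, and 1 sample was taken at each of 5 times of transfection, 4, 18, 24 and 96 h and 1 week. The paper calls these cells untreated, gives no times and treats the samples as replicates. Each sample was hybridized to 1 Affymetrix array, on which groups of probes (probe sets) report the RNA of a gene. The probe sets were matched to the platform annotation, which is that of an earlier array of the same family than the one named in the methods. For 19906 of the 22140 rows of Supplementary Data Sheet 1, the symbol was among the genes annotated for the matching probe set. This argues against a mismatch between the deposited probe sets and the annotation. The authors processed the arrays with Partek Genomics Suite, given as version 6.6 in the submitters' processing notes, and deposited 1 value per probe set and sample. Background correction, normalization and log base are not given in the sources used here. The values ran from 1.36 to 13.13, with medians between 4.50 and 4.58 per sample, and were taken as log2 expression already normalized between arrays. Of 33297 probe sets, the annotation gave 1 gene for 19460, several genes for 1754 and no gene for 12083. A probe set with several genes was used to name none of them. In gene lists, a gene counts as measured only where a probe set is annotated with it alone. A gene not so counted may still be on the array. Of the 16 genes of Table 1, 13 count as measured in this sense. TP53, AKT3 and CASP3 were read through Supplementary Data Sheet 1. The arrays carry no detection call, so a background of 3.81 was set at the 95th percentile of the mean levels of 360 probe sets for olfactory receptors, genes taken as silent in breast cells. Of the 19460 probe sets with 1 gene, 13733 had a mean above it, and in total 20051 probe sets did. No 2 samples were copies of each other, since the SD of the difference between 2 samples over these probe sets was between 0.325 and 0.547. The number of arrays limits the precision, and nothing in the sources says whether the samples came from separate cultures, so that p-values measure only the spread between these samples.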

### Protein Analysis and Immunoblotting

Cells were harvested and lysed in a buffer containing proteases and phosphatases inhibitors. Samples were electrophoresed through 5, 10, 12, or 15% SDS–PAGE, followed by protein transfer onto nitrocellulose membranes. Blots were blocked with 5% skim milk and incubated overnight with antibodies against Cyclin D1 (#DCS6), ATM (#D2E2), JAK1 (#3332), STAT3 (#79D7), Caspase-3 (#8G10), AKT (#9272), mTOR (#7C10), and Ampk (#2532). These antibodies were obtained from Cell Signaling Technology (Danvers, MA, USA). An antibody against SOD2 was obtained from Enzo Life Sciences (Farmingdale, NY, USA). Antibodies against Chek2 (#A-11), p53 (mixture of DO-1 and 1801), and Hsp70 (#B-6) were obtained from Santa Cruz Biotechnology (Dallas, TX, USA). An antibody against Ras (#Ab-3) was purchased from Oncogene Research Products (La Jolla, CA, USA). Blots were washed and incubated with the corresponding horseradish peroxidase-conjugated secondary antibody. Proteins were detected using the enhanced chemiluminiscence reaction (Westar Supernova, Cyanagen, Bologna, Italy). Hsp70 was used as a loading control.

### Cell Cycle Analysis

Cells were seeded in duplicate onto 6-well-plates (10^4^ cells/well) for 24 h. Cells were then serum-starved for an additional 24 h and incubated in the presence or absence of IGF1 or insulin (50 ng/ml) for 72 h. After incubation, cells were washed with PBS, trypsinized, and pelleted by centrifugation. The cells were permeabilized with Triton-X100, after which propidium iodide was added. Stained cells were analyzed using a FacsCalibur system (Cytek Development Inc., Fremont, CA, USA).

### Cell Senescence Assays

Cells were seeded in 24-well-plates (5 × 10^4^ cells/well) for 24 h. Cells were then serum-starved for an additional 24 h and incubated in the presence or absence of etoposide (10 μM) for 48 h. After incubation, cells were washed with PBS, fixed with 2% formaldehyde/0.2% glutaraldehyde for 5 min and incubated overnight at 37°C in staining solution [40 mM sodium citrate, pH 6.0, 1% 5-bromo-4-chloro-3-indolyl-β-D-galactopyranoside (X-gal), 5 mM potassium ferrocyanide, 5 mM ferricyanide, 150 mM sodium chloride, and 2 mM magnesium chloride] (33). Cultures were examined under phase-contrast microscopy. The development of a blue color in the cytoplasm was detected and photographed using an inverted microscope (Nikon Instruments Inc., Lewisville, TX, USA). Four pictures were taken of each well. β-galactosidase-stained and unstained cells were counted and used to calculate a final average ratio for each well from quadruplicate samples.

### Bioinformatics Network Analyses

Nine human KEGG pathways (based on 16 key genes) (Table 1) were imported to BioNSi tool to form a single network for simulation analysis. The rationale for this choice of genes is the fact that they are regarded as prototypical targets of insulin and/or IGF1 action (5, 9, 10, 16).

**Table 1:** List of KEGG pathways analyzed by BioNSi (including 16 selected key genes).

	**EGFR tyrosine kinase inhibitor resistance**	**AMPK signaling pathway**	**Insulin signaling pathway**	**p53 signaling pathway**	**Cell cycle**	**FoXO signaling pathway**	**PI3K-Akt signaling pathway**	**Apoptosis**	**Cellular senescence**
ATM									
SOD2									
STAT3									
CHEK2									
TP53									
IGF1R									
INSR									
AKT3									
CCND1									
CASP3									
HRAS									
CDKN1A									
MTOR									
JAK1									
PRKAA1 (AMPK)									
CDKN2A									

*Nine pathways were selected for BioNSi network analysis [EGFR tyrosine kinase inhibitor resistance (hsa01521), AMPK signaling pathway (hsa04152), Insulin signaling pathway (hsa04910), P53 signaling pathway (hsa04115), Cell cycle (hsa04110), FoxO signaling pathway (hsa04068), PI3K-Akt signaling pathway (hsa04151), Apoptosis (hsa04210), cellular senescence (hsa04218)]. The 16 selected genes that participate in specific KEGG pathways (gray boxes) were tested by immunoblotting assays*.

The BioNSi global network that includes all of these nine pathways contains 385 nodes (genes and small molecules) that are connected by 631 edges, in addition to gene self-inhibition edges that represent biological degradation (30). KEGG pathway information includes activation and inhibition edges. BioNSi settings were: activation edges were set to +2, inhibition to −1, phosphorylation to +2, dephosphorylation to −1, ubiquitination to −1, binding/association to +2, dissociation to −1, and self-inhibition to −1. In order to simulate the effect of activation and inhibition between nodes over time, untreated MCF7 gene expression microarray results were imported to BioNSi analysis as baseline (GSE145787; described above). 

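The 16 key genes of Table 1 had a median SD of 0.32 (log2), against 0.222 for all 20051 probe sets above background. All 16 had mean levels above background in the control samples. Against a stricter background of 4.49, the 99th percentile of the olfactory receptor probe sets, 14 of the 16 did, and IGF1R and the probe set used for CCND1 did not. Interferon-induced genes, an antiviral program, varied more from sample to sample. Gene lists were written before the data were examined, although the means in Supplementary Data Sheet 1 had been seen. Of 40 interferon-induced genes listed, 38 were measured and 37 lay above background. Their median log2 expression was 7.90 at 4 h, 9.79 at 18 h, 8.93 at 24 h, 7.31 at 96 h and 8.10 at 1 week. The 18 h sample also stood apart over all probe sets above background, with a mean SD of its differences from the other samples of 0.511, against 0.396 to 0.428 for the others. The median SD of the 37 genes was 1.05, at percentile 100.0 of 10000 random lists of the same size matched on mean expression. OAS1, an enzyme that senses double-stranded RNA, was at 10.00, 11.34, 11.08, 9.66 and 10.35 in the order of the times. IFIT1, which binds foreign RNA, was at 10.25 ± 1.15 (SD, n = 5), and IFI6, another interferon-induced gene, at 10.72 ± 1.07 (SD, n = 5). IRF7 was at 4.96 ± 0.07 and CXCL11, below background, at 2.52 ± 0.14 (SD, n = 5). IL6, the inflammatory cytokine, had an SD of 2.26, with 6.07 at 4 h, 9.52 at 18 h, 9.34 at 24 h, 4.51 at 96 h and 5.77 at 1 week. TRIM22, an antiviral protein, had an SD of 2.02 and the chemokine CCL20 one of 1.83. Next came LAMP3 (1.744), SPINK6 (1.738), the keratin KRT23 (1.70) and COXFA4L3 (1.68). PLAAT2 had an SD of 1.55. The lambda interferon IFNL2, whose sequence is close to that of IFNL3, was at 7.91, 8.09, 7.16, 4.88 and 4.88 in the order of the times.

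All 35 genes of a proliferation list had negative slopes with log2 hours, with a mean slope of -0.103 per doubling of the hours. MKI67, a marker of cycling cells, was at 10.14, 9.88, 9.29, 9.85 and 9.15 in the order of the times, and PCNA, the sliding clamp of DNA replication, at 10.41, 10.53, 9.94, 10.28 and 9.69. Of the 120 orders of the times, 19 gave a mean slope of the list as large (exact permutation test, two-sided, p = 0.1583). The list passed limma's camera test among 24 lists (adjusted p = 9.52e-13), but not with an estimated correlation between genes (adjusted p = 0.958 with an estimated correlation). Camera also called the interferon-induced genes (24 of 37 slopes negative, adjusted p = 0.0493) and cell cycle regulators (23 of 33 slopes negative, adjusted p = 0.0443) lower with time, and neither call held with an estimated correlation (adjusted p = 0.999 and adjusted p = 0.958 with an estimated correlation). The interferon call was lost in camera without the 18 h (adjusted p = 0.527), 24 h (adjusted p = 0.221) or 1 week sample (adjusted p = 0.113), and its direction turned without the 96 h sample (adjusted p = 0.801). The call of the cell cycle regulators was lost in camera without the 4 h (adjusted p = 0.0882), 18 h (adjusted p = 0.0585) or 1 week sample (adjusted p = 0.838). In limma fits of single probe sets, 0 of 20051 changed with log2 hours at an adjusted p under 0.05 (367 at an unadjusted p under 0.05), and 0 differed between the 3 samples at 4 to 24 h and the 2 samples at 96 h and 1 week (724 at an unadjusted p under 0.05). For log2 hours, 88 of 100 orders of the times, the labelled one included, gave at least 367 at the unadjusted threshold. Of 37 interferon probe sets, 0 passed for the slope and 2 for early against late samples when adjusted over the list alone. No time had more than 1 sample, so a difference between times cannot be told apart from one between cultures.

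**Figure D1:**
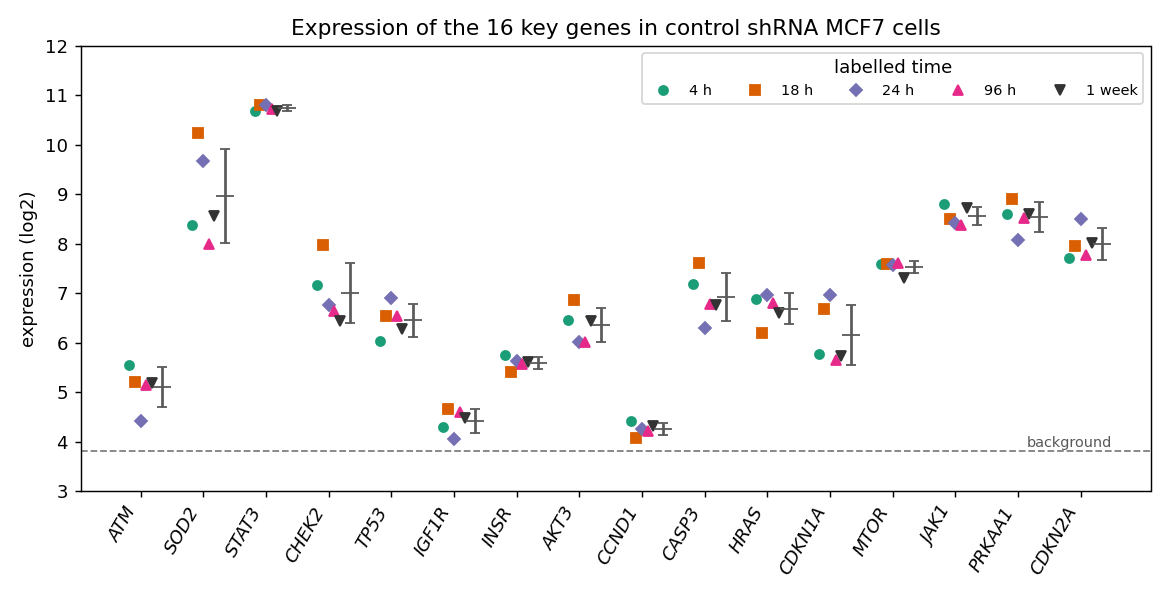
Expression (log2) of the 16 key genes of Table 1 in the 5 control samples, 1 symbol per labelled time, with the mean and SD (n = 5) as bars and the background of 3.81 as a dashed line; for genes with several probe sets, the one listed last in Supplementary Data Sheet 1 is shown. SOD2, CHEK2 and CDKN1A have the largest SDs of the 16 genes.

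**Figure D2:**
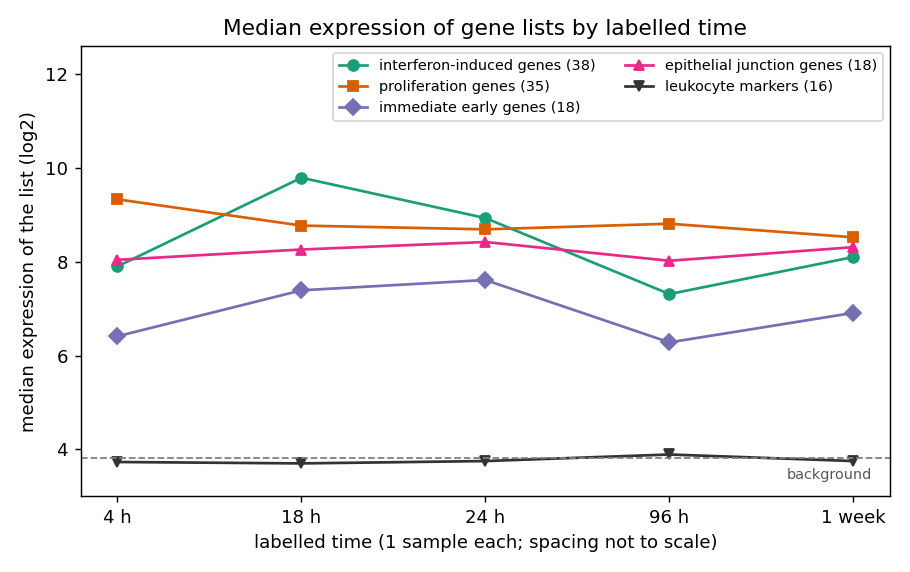
Median expression (log2) of 5 gene lists at each labelled time, with the number of measured genes in brackets and the background of 3.81 as a dashed line. The median of the interferon-induced genes is 9.79 at 18 h and 7.31 at 96 h, and the median of the leukocyte markers lies near background at every time.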

The average expression values for replicate control cells were used as initial values for the nodes in the network and were normalized by the BioNSi tool to be between 0 and 9 (grayscale). Three different BioNSi simulation analyses were compared as follows (all simulations were run for 100 steps as shown in Figure 1):

1. Control simulation, in which IGF1 and insulin initial expression values were manually set to 20 (very high), instead of 2 and 0, respectively. 

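IGF1, the ligand of IGF1R, had a log2 expression of 2.83 ± 0.09 (SD, n = 5) in control MCF7 cells, below the background of the arrays in every sample. Of the olfactory receptor probe sets, 61.7% had a lower mean. Its values lay between 2.73 at 4 h and 2.96 at 96 h. Insulin had no probe set of its own. The probe set annotated with INS-IGF2, INS and IGF2 together was at 4.35 ± 0.03 (SD, n = 5), and which of these transcripts it reports cannot be told. Supplementary Data Sheet 1 lists it as INS-IGF2 and has no row for INS. The starting values of the network could be rebuilt from these averages as the mean cut to a whole number, multiplied by 9 and divided by 12, and rounded to a whole number, with a value midway between whole numbers going to the even one. This rule was found from Supplementary Data Sheet 1 and the numbers printed in the figures and is not the tool's documented method. It gave IGF1 a starting value of 2 in the average and in each single sample, and a gene with no row one of 0, which match the numbers the text gives.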

In order to observe the maximal changes in gene expression along the complete interaction network during simulation, expression values of insulin and IGF1 were increased.
2. IGF1R-KD, in which IGF1R and its ligand, IGF1, initial expression values were manually set to 0 (not detectable), but insulin and INSR expression values are intact.
3. INSR-KD, in which INSR and its ligand, insulin, initial expression values were manually set to 0 (not detectable), but IGF1 and IGF1R expression values are intact.

**Figure 1:**
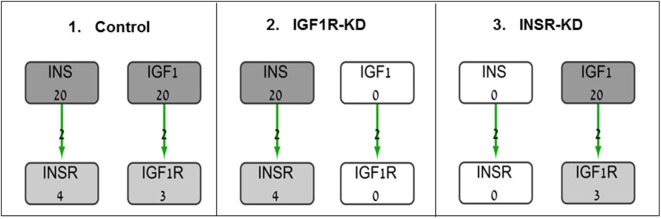
Diagram of BioNSi simulations experimental design. Network nodes are shown as rectangles with gene name and an initial normalized expression value below it. Grayscale coloring of nodes represents gene expression of control MCF7 cells. Green edges are shown as directed arrows, representing gene activation (with level 2, as indicated in section Materials and Methods). Initial expression values for the key genes affecting gene expression [INSR, insulin (INS), IGF1R, and IGF1] are presented (simulations: 1, control; 2, INSR-KD; and 3, IGF1R-KD). Initial expression of INS and IGF1 were set manually to 0 (KD) or 20 (very high).

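INSR, the insulin receptor, was expressed at 5.59 ± 0.12 on the log2 scale (SD, n = 5), with values between 5.41 at 18 h and 5.75 at 4 h. IGF1R was measured by 2 probe sets, at 4.40 ± 0.08 and 4.41 ± 0.24 (SD, n = 5), closer to the background but above it in 5 of 5 samples, with both means below the stricter background. The rebuilt starting values were 4 for INSR and 3 for IGF1R, match the numbers the figure prints, and did not depend on which single sample was used. Of 20 listed genes of the insulin and IGF system, 17 were measured and 13 lay above background. Those above it included IGFBP3, the main carrier of circulating IGF (9.51 ± 0.22, SD, n = 5), the adaptor SHC1 (7.82 ± 0.19) and the scavenger receptor IGF2R (7.57 ± 0.03). The insulin receptor-related receptor INSRR (3.20 ± 0.07) and the IGFBP protease PAPPA (3.05 ± 0.08) lay below background. The list was not called for a change with time in limma's camera test (adjusted p = 0.656). GRB10, an adaptor that restrains both receptors and singled out here after its values were seen, was at 6.23, 7.96, 7.83, 5.24 and 6.16 in the order of the times.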

The complete network is available as a *Cytoscape* session file (Supplementary Data Sheet 2).

### Statistical Analyses

The statistical significance of the differences between groups was assessed by Student's *t*-test (two samples, equal variance). Scanning densitometry analyses were evaluated using the TINA imaging analysis software (http://biochemlabsolutions.com/GelQuantNET.html). Signal intensities of proteins were normalized to the corresponding Hsp70 signals. Data are presented as mean ± SEM of three independent experiments. *P* < 0.05 or 0.01 were considered statistically significant.

## Results

### BioNSi Analysis of MCF7-Derived INSR-KD and IGF1R-KD Breast Cancer Cell Lines

BioNSi analyses revealed that the expression of 75 and 71 genes changed during simulation of IGF1R-KD (simulation 2) and INSR-KD (simulation 3), compared to control cells (simulation 1), respectively. As it is confusing to observe the complete network of 385 genes (see cytoscape file in Supplementary Data Sheet 2), Figure 2A shows a reduced network of 68 genes. However, the simulation analyses were performed for the complete network of 385 genes. The reduced network (68 genes) presents 16 genes that were biologically tested (Figures 3–5, detailed below) and their direct interactors. Sixty-eight out of the 385 genes in the original network changed in both types of KD cells (19 of them are presented in Figure 2A, colored orange). A Venn diagram indicating the number of genes that changed during simulations is presented in Figure 2B. The specific changes in simulations of the biologically tested genes are plotted in Figures 3–5. Figure 3 [Western blots (Figures 3A,C) and simulations (Figures 3B,D)] shows that KD of the two main effectors tested, IGF1R and INSR, resulted in distinct reduction of these specific genes. IGF1R-KD did not change the behavior of INSR, and, INSR-KD did not change IGF1R expression, as expected due to their different functions.

**Figure 2:**
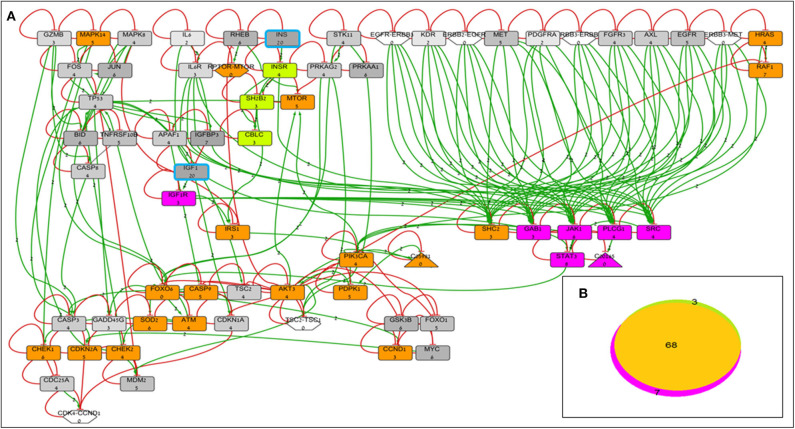
BioNSi network and simulation analyses of MCF7-derived breast cancer cell lines. **(A)** Reduced network of 68 genes (only biologically tested genes and their neighbors), colored according to their initial expression value (grayscale). The initial expression value is written underneath each gene name. INS and IGF1 expression was manually set as very high (20), and genes are highlighted in turquoise frame. Complexes initial expression is zero by BioNSi default. Activation arrow edges are colored green. Inhibition edges are colored red with flat heads. Simulation analyses were performed on the complete network (385 genes). Node's background was changed after simulations: genes whose expression changed during simulation in both KD cells are colored orange; genes whose expression changed during simulation only in IGF1R-KD cells are colored purple; and genes whose expression changed during simulation only in INSR-KD cells are colored green. **(B)** Venn diagram of numbers of genes whose expression changed during simulation (specific KD vs. control). Nodes whose expression changed only in IGF1R-KD cells are colored purple (IGF1R, STAT3, GAB1, JAK1, PLCG1, SRC, and diacylglycerol). Genes whose expression changed during simulation only in INSR-KD are colored green (INSR, SH2B2, and CBLC). Overlapping genes whose expression changed during simulation in both KD cells are colored orange.

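For all 57 genes of Figure 2A with a printed number, the starting value rebuilt from the 5 control samples matches that number. Together with IGF1 and INS, 10 of the 59 genes started at 3, 21 at 4, 10 at 5 and 9 at 6. RAF1 and IGFBP3 started at 7 and STAT3 at 8. The median SD of the 57 probe sets behind these values was 0.24 on the log2 scale. Over all 20051 probe sets above background it was 0.222. The 48 network genes counted as measured and above background had a median SD of 0.29, at percentile 98.5 of random lists matched on mean expression. Of the 57 probe sets, 53 lay above background. Those below it were KDR, the VEGF receptor (3.21 ± 0.03, SD, n = 5), PDGFRA, a PDGF receptor (2.87 ± 0.14), IGF1, and the probe set used for IL6 (3.07 ± 0.48). FOXO6 had no row and was 0. The starting value was the same whichever single sample was used for 41 of the 59 genes, differed by 1 for 15 and by 2 or more for 3. These 3 were JUN and MYC, transcription factors of growth responses (8.35 ± 0.98 and 8.95 ± 0.61, SD, n = 5), and SOD2. JUN was at 9.36 at 18 h and 7.09 at 96 h, and MYC at 7.95 at 4 h and 9.56 at 24 h.

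Of the 59 genes, 6 had several rows in Supplementary Data Sheet 1, and for 5 of them the choice of row changed the starting value. For IL6, the row used belongs to a probe set that the platform annotates as IL6-AS1, an antisense RNA of the locus, and gives 2, while the probe set annotated as IL6 (7.04 ± 2.26, SD, n = 5) gives 5. GAB1, a docking protein, gives 3 from the row used (4.86 ± 0.10, SD, n = 5) and 4 from its other probe set (6.59 ± 0.29). RHEB, the GTPase that activates mTOR, gives 6 (8.72 ± 0.23) or 7 (9.32 ± 0.20), and PDPK1, a kinase upstream of AKT, 5 (7.69 ± 0.13) or 4 (6.42 ± 0.21). The probe sets used for 7 genes, MAPK14, TP53, PIK3CA, RAF1, AKT3, CASP3 and CCND1, carry no gene in the platform annotation and are named only by Supplementary Data Sheet 1. Scaling from the lowest to the highest mean, in place of the rebuilt rule, gave the printed number for 31 of the 59 genes.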

**Figure 3:**
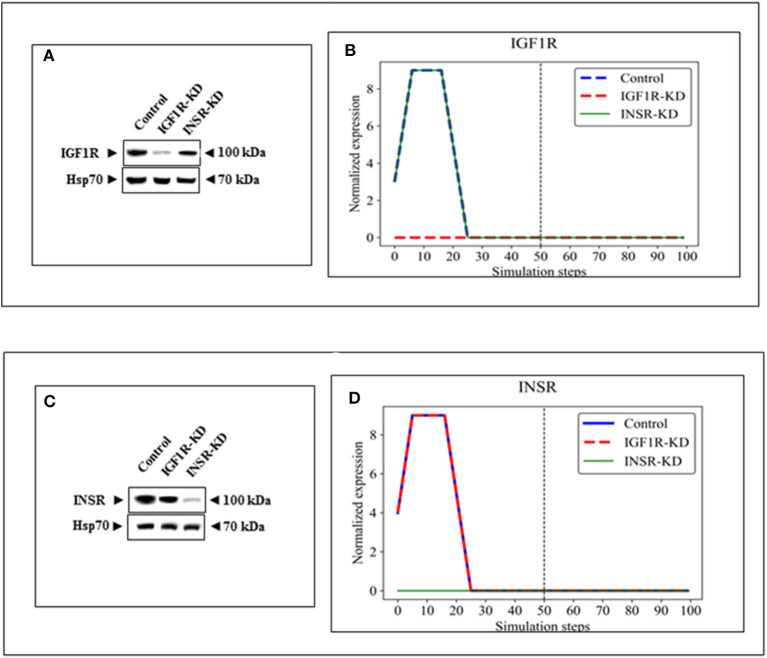
Western blots and BioNSi simulation analyses of IGF1R and INSR expression after KD. Western blots of IGF1R **(A)** and INSR **(C)** were conducted using total lysates of Control, IGF1R-KD and INSR-KD cells. One-hundred simulation steps were performed as described in Figure 2. A dashed vertical line indicates 50 steps of simulation. BioNSi plots of expression values against simulation steps are shown **(B,D)**. Control (blue), IGF1R-KD (red), and INSR-KD (green). Splicing has occurred in the blot figures and full scans of the entire original (unprocessed) gels are presented in Supplementary Material. Squares in the uncropped films denote bands shown in the final figures.

The expression of four genes changed in both types of disrupted cells in a similar manner during simulation [HRas (Figure 4B); AKT3 (Figure 4F); MTOR (Figure 4J); CDKN2A (P16; Figure 4N)]. 

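In the control cells, the small GTPase gene HRAS was expressed at 6.69 ± 0.31 on the log2 scale, the kinase gene AKT3 at 6.36 ± 0.35, MTOR at 7.53 ± 0.13 and CDKN2A at 8.00 ± 0.32 (SD, n = 5 each). The simulations of these genes therefore started at 4, 4, 5 and 5. HRAS was lowest at 18 h, at 6.20, and AKT3 highest there, at 6.86. MTOR was at 7.58 to 7.61 in the samples from 4 to 96 h and at 7.30 at 1 week. CDKN2A lay between 7.71 at 4 h and 8.51 at 24 h, and its starting value would be 6 rather than 5 from the 24 h or the 1 week sample alone. Its neighbors at 9p21 were also above background, with CDKN2B, which encodes the related inhibitor p15, at 7.14 ± 0.40, MTAP at 6.40 ± 0.27 and DMRTA1 at 5.35 ± 0.12 (SD, n = 5 each). From these starting values, the paper simulated control, INSR-KD and IGF1R-KD cells and states that HRAS, AKT3, MTOR and CDKN2A changed in a similar manner in both KD simulations. The simulations themselves were not analysed here.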

The expression of four genes was unaffected by neither INSR-KD nor IGF1R-KD disruption, and this was validated by Western blotting (see below) [TP53 (Figure 4D); CASP3 (Figure 4H); PRKAA1 (AMPK; Figure 4L); CDKN1A (P21; Figure 4P)]. 

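TP53, the p53 tumor suppressor gene, was expressed at 6.45 ± 0.33 on the log2 scale, the executioner caspase gene CASP3 at 6.92 ± 0.49, PRKAA1, a catalytic subunit of AMPK, at 8.54 ± 0.30, and CDKN1A at 6.16 ± 0.61 (SD, n = 5 each). The simulations started at 4 for TP53, CASP3 and CDKN1A and at 6 for PRKAA1. CDKN1A was at 6.68 at 18 h and 6.96 at 24 h, against 5.78, 5.64 and 5.73 at 4 h, 96 h and 1 week. CASP3 ran from 6.30 at 24 h to 7.61 at 18 h, and its starting value would be 5 from the 18 h or the 4 h sample alone. Of 22 p53 targets, 20 were measured and 19 lay above background. Of 34 apoptosis genes, 31 were measured and 31 lay above background, and of 18 AMPK pathway genes, 17 were measured and 15 lay above background. Measured means that the annotation gives a probe set for the gene alone. TP53 and CASP3, read through Supplementary Data Sheet 1, are therefore not among the measured genes of any list. In limma's camera test, adjusted p for a change with time was 0.986 for the p53 targets, 0.998 for the apoptosis genes and 0.941 for the AMPK genes.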

The expression of three genes changed only in IGF1R-KD cells [(IGF1R, Figure 3B); JAK1 (Figure 5I); STAT3 (Figure 5M)] (validated by Western blots, see below). 

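JAK1, a kinase that transmits cytokine signals, was expressed at 8.56 ± 0.19 on the log2 scale and STAT3, the transcription factor downstream of it, at 10.74 ± 0.06 (SD, n = 5 each). STAT3 was at 10.68 to 10.81 in every sample. The simulations started at 6 for JAK1 and at 8 for STAT3, and both values were the same from each single sample. Of other signalling genes in Figure 2A, SRC was at 5.39 ± 0.11 and PLCG1 at 6.01 ± 0.26 (SD, n = 5 each), and both started at 4. Of 44 genes of the insulin, PI3K, AKT and mTOR pathway, 35 were measured and 34 lay above background, with adjusted p = 0.998 for a change with time in limma's camera test.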

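ATM, the kinase that senses DNA breaks, was expressed at 5.10 ± 0.41 on the log2 scale, its substrate kinase CHEK2 at 7.00 ± 0.61, and SOD2, the mitochondrial superoxide dismutase, at 8.97 ± 0.95 (SD, n = 5 each). SOD2 was at 8.38 at 4 h, 10.24 at 18 h, 9.68 at 24 h, 7.99 at 96 h and 8.57 at 1 week, the same order of samples as for the median of the interferon-induced genes, and its starting value was 6 in the average and between 5 and 8 in single samples. CHEK2 was at 7.98 at 18 h and between 6.43 and 7.16 in the other samples, with a starting value of 4 or, at 18 h and 4 h, of 5. ATM was at 4.42 at 24 h and at 5.15 to 5.54 in the others, with a starting value of 3 or 4. CCND1, the gene of Cyclin D1, was represented by 2 probe sets that disagree. The one annotated as CCND1 was at 8.41 ± 0.28 (SD, n = 5) and gives a starting value of 6. The other, listed last in Supplementary Data Sheet 1 and without a gene in the platform annotation, was at 4.26 ± 0.12 (SD, n = 5) and gives 3, which matches the number Figure 2A prints. Of 35 cell cycle regulators, 33 were measured and 31 lay above background.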

The expression of four genes changed in both types of disrupted cells but in different directions in each simulation [CCND1 (Cyclin D1; Figure 5C); ATM (Figure 5F); SOD2 (Figure 5P); CHEK2 (Figure 5S)].

**Figure 4:**
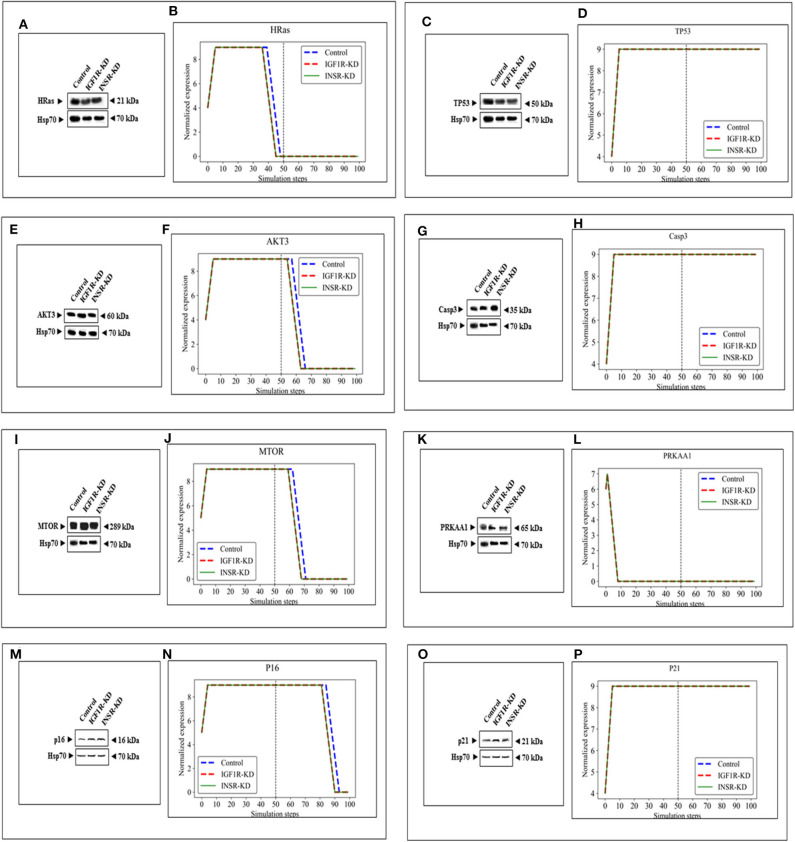
Eight selected genes that do not change between control and KDs: BioNSi simulations validated by Western blots. Western blot analyses showing expression of HRas **(A)**, TP53 **(C)**, AKT3 **(E)**, CASP3 **(G)**, MTOR **(I)**, PRKAA1 **(K)**, p16 **(M)**, and p21 **(O)** proteins were conducted on whole cell lysates of Control, IGF1R-KD, and INSR-KD cells. Hsp70 was used as a loading control. Data are representative of two independent experiments. **(B,D,F,H,J,L,N,P)** BioNSi plots of normalized expression values against 100 simulation steps in Control (blue), IGF1R-KD (red), and INSR-KD (green) cells. A dashed vertical line indicates 50 steps of simulation. Splicing has occurred in the blot figures and full scans of the entire original (unprocessed) gels are presented in Supplementary Material. Squares in the uncropped films denote bands shown in the final figures.

**Figure 5:**
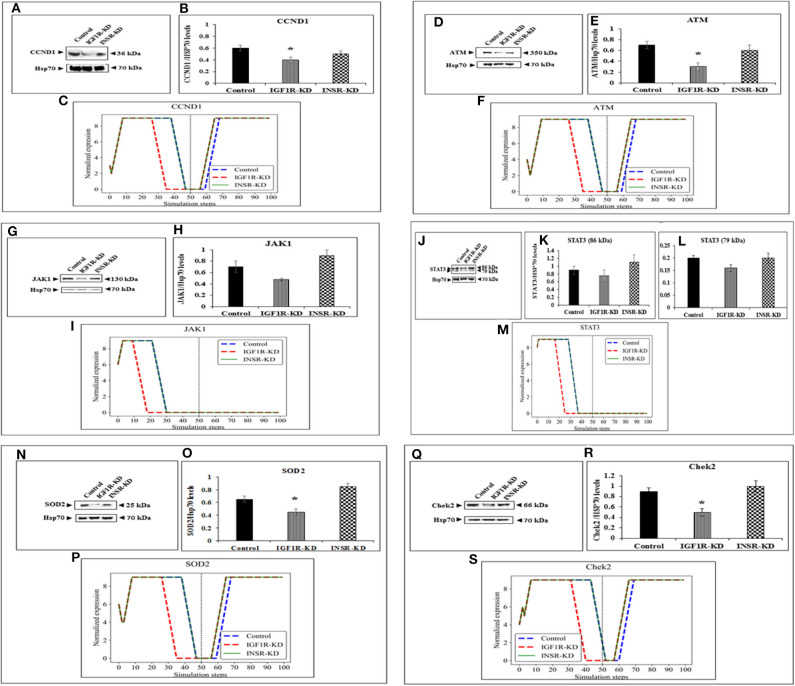
Six selected genes exhibiting a change between control and IGF1R-KD, validated by Western blots. Western blot analysis showing expression of CCND1 **(A)**, ATM **(D)**, JAK1 **(G)**, STAT3 **(J)**, SOD2 **(N)**, and Chek2 **(Q)** proteins levels were performed as described above. **(B,E,H,K,L,O,R)** Scanning densitometry analysis of basal proteins levels. Bars represent protein values (AU, arbitrary units), normalized to the corresponding Hsp70 levels. Results of an illustrative experiment, repeated twice with similar results, are shown. *p < 0.01 vs. control cells. **(C,F,I,M,P,S)** BioNSi simulation plots of normalized expression values against 100 simulation steps are shown. Control (blue), IGF1R-KD (red), and INSR-KD (green). A dashed vertical line indicates 50 steps of simulation. Splicing has occurred in the blot figures and full scans of the entire original (unprocessed) gels are presented in Supplementary Material. Squares in the uncropped films denote bands shown in the final figures.

### Western Immunoblotting Validation of BioNSi Simulations

In order to validate the BioNSi simulation results, changes in protein expression levels in IGF1R-KD and INSR-KD cells were measured by Western blots and quantified by TINA software from new independent protein samples. IGF1R-KD reduced protein expression of six genes (CCND1, ATM, JAK1, STAT3, SOD2, and CHEK2), compared to INSR-KD and control cells (Figures 5A,D,G,J,N,Q, respectively). However, protein expression of eight genes [HRas, TP53, AKT3, CASP3, MTOR, PPKAA1 (AmpK3), p16, and p21] was not markedly changed (Figures 4A,C,E,G,I,K,O, respectively). These results emphasize the different molecular functions of INSR and IGF1R in breast cancer cells.

Out of 16 proteins that BioNSi analysis was based on, validated by Western blotting, nine were shown to be involved in DNA repair, eight in cell cycle checkpoints, six in proliferation, eight in apoptosis, seven in oxidative stress, six in cell migration, two in energy homeostasis, and three in senescence (Table 2).

**Table 2:** List of 11 proteins that BioNSi analysis is based on, validated by Western blotting, according to their biological functions (gray boxes).

	**DNA repair**	**Cell cycle**	**Proliferation**	**Apoptosis**	**Oxidative stress**	**Cell migration**	**Energy homeostasis**	**Senescence**
TP53								
CASP3								
AKT3								
MTOR								
ATM								
STAT3								
JAK1								
p16								
p21								
PRKAA1								
SOD2								

### Cell Cycle Analysis

Next, experiments were carried out to characterize IGF1 or insulin effects on cell cycle progression. To this end, IGF1R-KD, INSR-KD and control MCF7 cells were treated with IGF1 or insulin for 72 h, after which flow cytometry was performed on propidium iodide-stained cells. In control cells, both IGF1 and insulin decreased the proportion of cells at the SubG1 phase (from 4.3 to 1.35% or 1.65%, respectively) (Figure 6). In addition, insulin induced a decrease in the portion of cells at S phase (from 14 to 7.95%) and an increase in the portion of cells at the G0/G1 phase (from 49 to 59.55%). In contrast, in IGF1R-KD cells both IGF1 and insulin led to increases in the proportion of cells at the SubG1 phase (from 0.98 to 2.26 or 2.58%, respectively). In addition, insulin elicited a mild increase in the portion of IGF1R-KD cells at G0/G1 phase (from 55.7 to 57.6%) and a decrease in the portion of cells at S phase (from 23.6 to 18.2%). As expected, IGF1 led to a small but significant increase in the portion of cells at G0/G1 phase (from 58.2 to 60.6%) and S phase (from 1.3 to 3.3%) in INSR-KD cells. A decreased portion of cells was observed at G2/M (from 37.2 to 34.7%) in IGF1-treated INSR-KD. Insulin had no effect on cell cycle progression in INSR-KD cells. Reduction in expression levels of a number of cell cycle-associated genes [e.g., CCND1, ATM, CHEK2 (Figure 5), and TP53 (Figure 4)] in IGF1R-KD cells might, at least partly, explain the different cell cycle dynamics of IGF1R-KD and INSR-KD cells. Of interest, the simulated expression behaviors of CCND1, ATM, and CHEK2 was similar between INSR-KD and control cells (Figure 5). Taken together, results suggest that IGF1R, which is expressed by both INSR-KD and control, but not IGF1R-KD, cells has a critical role in cell cycle progression. Finally, the distinct representation of both receptors in these cells is reflected in the different proportions of cells at S phase under basal conditions.

**Figure 6:**
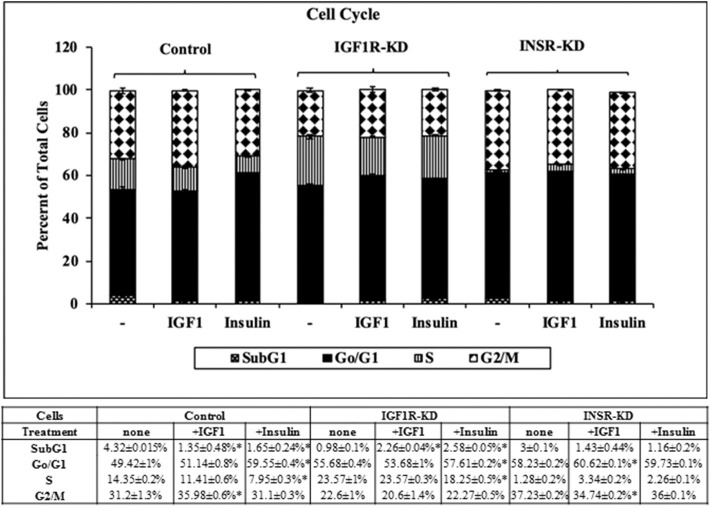
Cell cycle stages distribution in Control, IGF1R-KD, and INSR-KD cells. Cells were seeded in quadruplicate dishes, and treated with IGF1 or insulin (or left untreated, controls) for 72 h. The bars represent mean ± SEM) of three independent experiments, performed each in duplicates samples. Cell cycle distribution was measured as described in section Materials and Methods. *p = 0.05 vs. untreated cells.

### Senescence Assays

To examine the differential involvement of INSR and IGF1R in acquisition of a senescence phenotype, the ability of etoposide (a DNA-damaging anticancer drug) treatment to activate such a response was examined. Etoposide-treated control and INSR-KD cultures exhibited changes in morphology that are typically associated with senescence. Specifically, cells displayed a flattened aspect, increased size and an altered ratio of nucleus to cytoplasm, with higher granularity compared to untreated cells (Figure 7A). Interestingly, etoposide treatment of IGF1R-KD cells for 48 h led to a marked decrease in the portion of senescent, compared to control, cells (Figures 7A,B). Thus, etoposide led to a ~5-fold increase (from 18 to 90%) in β-gal-stained control cells, a ~1.17-fold increase (from 70 to 82%) in β-gal-stained INSR-KD cells, and a 48% decrease (from 68 to 36%) in β-gal-stained IGF1R-KD cells (Figure 7B). Furthermore, levels of the p16 and p21 senescence protein markers were enhanced in etoposide-treated control and INSR-KD cells (Figure 7C). In contrast, the levels of both proteins were diminished in etoposide-treated IGF1R-KD cells. Taken together, data suggest that IGF1R has a critical role in the attainment of senescence. The simulated expression of p16 was minimally changed in both INSR-KD and IGF1R-KD cells with respect to controls (Figure 4N), validated by Western blots (Figure 4M). On the other hand, p21 simulation analysis was not affected by the disruption (Figure 4P), validated by Western blots (Figure 4O).

**Figure 7:**
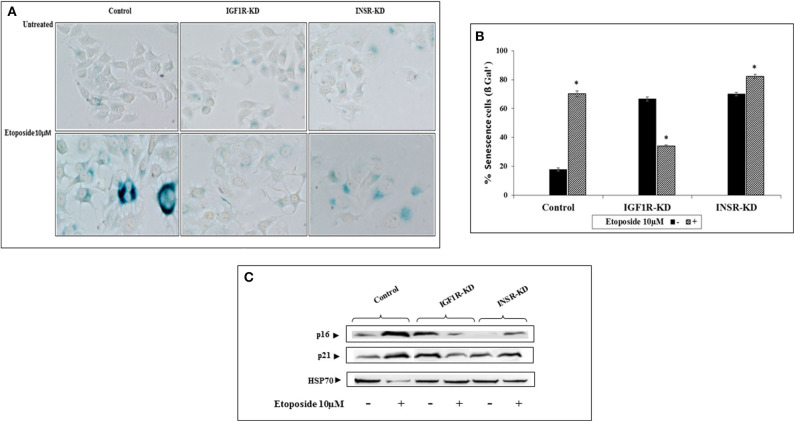
Effect of INSR or IGF1R disruption (KD) on etoposide-induced senescence. **(A)** Senescence-associated beta-galactosidase (SA-β-gal) staining (blue/green) in MCF7 stable cells after treatment with etoposide (10 μM) for 48 h. **(B)** Percentage of SA-β-gal positive cells was counted in at least three random fields from quadruplicates samples. Graph represents means ± SEM (*n* = 4). *Statistically significantly different from controls, *p* < 0.01. **(C)** Western blotting of p16 and p21 protein expression in the presence (+) or absence (–) of etoposide in MCF7 stable cells. Hsp70 was used as a loading control. Splicing has occurred in the blot figures and full scans of the entire original gels is presented in Supplementary Material. Squares denote bands shown in the final figures.

## Discussion

A fundamental question in the area of insulin and IGF1 biology concerns the fact that INSR and IGF1R, even though they share the majority of their downstream cytoplasmic targets and signaling pathways, are yet responsible for mediating distinct physiological roles. Numerous theories have been formulated to explain these discrepancies, including a different tissue distribution of INSR and IGF1R (4), divergent internalization kinetics and subcellular localization of the hormone-receptor complex (34), and dissimilar hormone-receptor affinities (35). Furthermore, a number of substrates that are preferentially activated either by insulin or IGF1 have been identified (36). The present study was aimed at identifying mechanistic differences between INSR and IGF1R using BioNSi, a recently developed bioinformatics tool. This simulation tool allowed us to exploit expression data of breast cancer-derived cell lines with specific disruptions of the INSR or IGF1R genes and their targets in an extended network based on nine KEGG pathways. We thus investigated the differences in protein expression that might be linked to biological attributes of these specific receptor networks.

Using the BioNSi tool, we found 78 genes that were changed between both KDs and control cells. Among them, 76 are downstream genes to INSR and IGF1R. One must note that the BioNSi simulation tool is quite simple in terms of input information available from KEGG. Thus, as the signal is farther down the network, the effect seen may be lost. Therefore, we manually increased the initial expression values of the signal start points (IGF1 and insulin) to 20. At such conditions, the most downstream gene that exhibits a change in expression value during simulations is CHEK2, with 12 edges between it and insulin or IGF1 (the signal molecules) and 11 nodes. During IGF1R-KD simulation, CHEK2 keeps its simulated expression value the same as in the control simulation, up to step 32. Then, its expression value drops to zero and rises up to nine again at step 58. This pattern is a result of the complicated gene network it belongs to. If the initial expression value of IGF1 was lower, such changes at the later steps of the simulation may not have been observed, as the strength of the effect is deteriorating with steps.

In addition to signal expression, one must note that although nine KEGG pathways were selected for this analysis, based on 16 key genes, these represent only a small part of the cellular proteins actually involved in the biological processes investigated. Moreover, BioNSi analysis is based on proteins that are all affecting in a similar manner. As a matter of fact, we know that individual proteins act differently on each other. Hence, it is important to emphasize that the *in silico* BioNSi simulation is based only on partial available molecular information that might mask some of the *in vivo* results. Taking into account these limitations, the simulation analysis investigated 16 genes that were validated correctly by Western blotting and biological assays. Not surprising, but a necessary validation, was the observation that KD of both IGF1R and INSR genes resulted in a sharp reduction in the expression of the selected KD gene in both simulation and Western blots (Figure 3). The expression of an additional 14 genes (by Western blots) further validated simulation results [Figure 4 (eight genes; no change after KD of both genes) and Figure 5 (six genes; reduced after IGF1R KD)]. The reduction in IGF1R may be linked to the key role of this gene in cell cycle and senescence, differently from INSR actions.

Data indicate that a number of genes exhibit the same pattern in Western blot experiments and BioNSi simulation analyses (e.g., STAT3, P53, CASP3, and AMPK). Other genes, however, display different behaviors upon experimental or simulation analyses. Thus, for genes CCND1, ATM, SOD2, CHEK2, HRAS, MTOR, and AKT the differences in simulated expression behavior between KD and control simulations are complex. For example, SOD2 simulated expression values are different between IGF1R-KD and control cells during the first 50 steps of the simulation, but INSR-KD cells show no difference from control. After 50 steps, differences can be seen between control and both disrupted cell types. This phenomenon can be explained by the differences in time frames in which simulation and biological assays are being measured. Simulation starts from a static point of gene expression measurement and expression values are calculated at each step, until 100 steps. At this time, all expression levels have reached a steady-state [either the maximal (9) or minimal (0) expression level]. At the steady-state level, no additional changes are being made. On the other hand, the biological assays take place at a specific point during the lifetime of the cell and cannot reflect all changes in expression as predicted in simulation. Therefore, the results of simulations and Western blotting must be compared in a careful manner. Thus, Western blot results of a specific protein may reflect simulated expression value seen earlier in simulation for upstream genes and/or later for downstream genes (compare CHEK2 and ATM).

Additional differences between results of simulations as compared to Western blots may be due to the selection of specific pathways. In other words, we did not aim to simulate the entire cell, but rather selected important pathways that are responsible for IGF1R and/or INSR downstream responses. However, the fact that many of the interactors in the network are players in multiple cellular pathways, some of which were not the focus of our simulation, might eventually lead to divergent results between both types of analysis. TP53 is the classical example of this situation. 

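ESR1, the gene of estrogen receptor alpha, was measured in the control MCF7 cells by 2 probe sets that disagree. One was at 3.31 ± 0.06 on the log2 scale (SD, n = 5), below background in every sample, and the other at 5.36 ± 0.08 (SD, n = 5), above it in 5 of 5. PGR, the progesterone receptor gene, was at 2.74 ± 0.04 (SD, n = 5), below background in every sample, and 53.3% of the olfactory receptor probe sets had a lower mean. ERBB2, the gene of human epidermal growth factor receptor-2, was at 7.62 ± 0.38 (SD, n = 5), with 6.97 at 18 h and 7.68 to 7.94 in the other samples. Of 30 listed luminal and estrogen-responsive genes, 28 were measured and 21 lay above background. Over the whole array, 13733 of 19460 probe sets with 1 gene lay above it. Keratins of luminal cells, KRT18 and KRT8, were at 12.05 ± 0.15 and 11.93 ± 0.20 (SD, n = 5), and XBP1, a transcription factor of secretory cells, at 9.64 ± 0.54. NAT1 was at 2.82 ± 0.26 and AGR3 at 2.31 ± 0.09, both below background. Of 30 genes typical of basal epithelium, 21 were measured and all 21 lay above background, among them ANXA1 (10.80 ± 0.30), the hyaluronan receptor CD44 (10.02 ± 0.26), TRIM29 (9.66 ± 0.23), KRT5 (5.96 ± 0.22) and S100A2 (4.59 ± 0.38). Of 25 mesenchymal genes, 25 were measured and 13 lay above background, among them SPARC (9.67), FN1 (6.47) and SNAI2 (6.21), while DCN (2.36) did not. The array level of a transcript was not compared with protein, and a level on one probe set cannot be set against that on another.

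**Figure D3:**
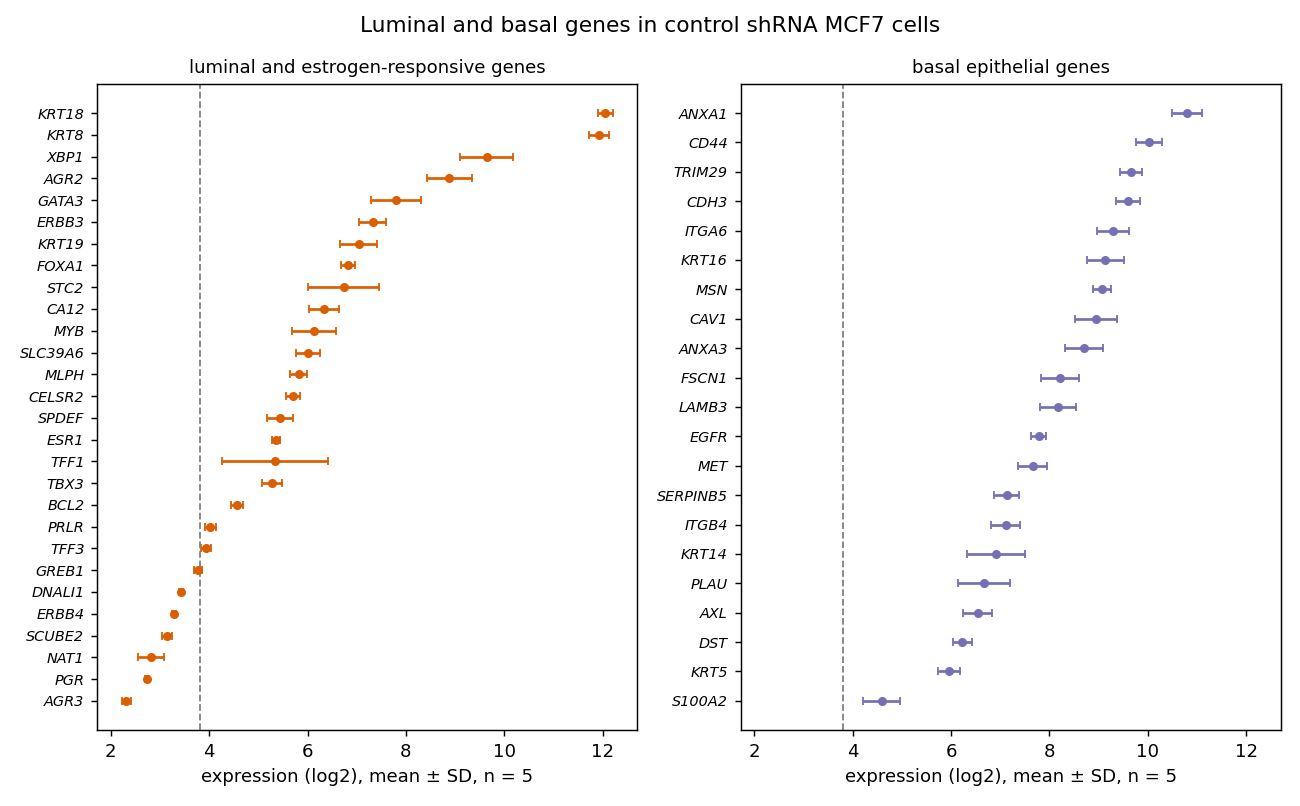
Mean expression (log2) with SD (n = 5 control samples) of 28 luminal and estrogen-responsive genes (left) and 21 basal epithelial genes (right), 1 probe set per gene, the one with the higher mean where there are several; the dashed line is the background of 3.81. PGR and AGR3 lie below the line, and every basal gene lies above it.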

Finally, it is important to emphasize that the present study was conducted on MCF7-derived cells, an estrogen receptor positive/progesterone receptor positive/human epidermal growth factor receptor-2 negative adenocarcinoma line derived from a metastatic site. Caution must be exerted when extrapolating data reported here to other cell types, particularly cells with a negative steroid hormone status.

IGF1 has been identified as a key player in cell cycle progression (37–40). Our analysis revealed a number of differences in the proportion of cells at the different stages between IGF1R-KD and INSR-KD cells. For example, the portion of cells at G2M was 37.2% in untreated INSR-KD cells (expressing predominantly an IGF1R) in comparison to 22.6% in IGF1R-KD cells (expressing mainly an INSR). The fact that IGF1 was able to increase the proportion of cells at SubG1 in IGF1R-KD cells (from 0.98 to 2.26%) may suggest that IGF1 is able to cross-activate the INSR, which is the main receptor in these cells. Alternatively, results may indicate the presence of residual IGF1R in IGF1R-KD cells.

The involvement of the insulin-like axis on senescence (at both cellular and organism levels) has been widely reported in recent years (41–45). Our results provide evidence that etoposide, a DNA damaging agent, leads to a significant decrease in the proportion of senescent cells in IGF1R-KD, compared to INSR-KD and control, cells. Levels of the p16 and p21 senescence markers were enhanced in etoposide-treated control and INSR-KD cells but markedly decreased in IGF1R-KD cells. These findings suggest that IGF1R expression and action are critical for progression of senescence. Furthermore, results are in agreement with reports showing that IGF1R can induce senescence in fibroblast (46), keratinocytes (47), and endothelial (45) cells. The biological role of the IGF1R in senescence is reflected in the well-documented involvement of the growth hormone-IGF1 axis in longevity. Evidence has accumulated showing that disruption of this hormonal system is correlated with extended lifespan in various animal species, including nematodes, flies, and mouse (48–50). Female “*Laron*” mice (*GHR/BP*^−/−^) have a 38% longer lifespan than wild-type animals (51). While the impact of specific mutations on human lifespan are difficult to evaluate, studies have identified functionally significant *IGF1R* mutations in centenarians (52).

In summary, despite the limitations of the bioinformatics method and its inability to take all known interactions into account, BioNSi simulations constitute an important addition in insulin/IGF1 research. The tool is aimed at predicting protein interaction effects *in silico* in order to suggest biologically plausible models for experimental evaluation. Our computational analyses, validated by Western blot analyses and biological studies, have identified a number of commonalities and, most importantly, dissimilarities between the IGF1R and INSR pathways that might help explain biological differences between these networks. We believe that comprehensive investigation of the INSR and IGF1R pathways, aided by modern experimental and bioinformatics technologies, might have a translational impact in the area of INSR/IGF1R therapeutic targeting.

## Data Availability Statement

The article contains previously unpublished data. Gene expression data has been deposited at the GEO repository. Accession number is GSE145787.

## Author Contributions

RS, AY, MP-C, and HW conceived of and designed the study. The experimental procedures were performed by RS. The simulation analyses were conducted by AY. The microarray experiments were conducted by TS-L. Additional computational analyses were conducted by AY and MP-C. Statistical analyses were performed by RS. HW and MP-C prepared the manuscript. All authors approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

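The expression file behind the simulations lists a gene symbol and 1 expression value per row. The paper's reported number of genes is 22148. The copy used here holds 22140 rows with 20121 distinct symbols. In all 22140 rows, the value equals the mean of the 5 control samples for a probe set, within 1e-06 on the log2 scale. The file is therefore the plain average of the samples, with each labelled time given the same weight and no SD. For 21206 rows the value fits only 1 probe set. For 19906 rows the symbol is among the genes that the platform annotation gives for that probe set. In total, 1334 symbols have more than 1 row, CCND1, IL6 and IGF1R among them.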

Supplementary Data Sheet 1 Gene expression file from microarray analysis (MCF7 cells, untreated) used as initial expression values for BioNSi simulations (CSV). Gene expression data has been deposited at the GEO repository. Accession number is GSE145787.

Supplementary Data Sheet 2 Complete network file containing 385 nodes and edges from nine KEGG pathways with normalized expression values from the gene expression file (22,148 genes). The file (CYS) can be opened in cytoscape (https://cytoscape.org/download.html). A pdf file is provided.

Supplementary Data Sheet 3 Unprocessed original scans for all of the figures containing blots.

# Supplementary material for: Systems Analysis of Insulin and IGF1 Receptors Networks in Breast Cancer Cells Identifies Commonalities and Divergences in Expression Patterns
**Source:** Front Endocrinol (Lausanne). 2020 Jul 7;11:435. doi: 10.3389/fendo.2020.00435
**Supplement:** Supplementary Data Sheet 1 — Gene expression file from microarray analysis (MCF7 cells, untreated) used as initial expression values for BioNSi simulations (CSV). Gene expression data has been deposited at the GEO repository. Accession number is GSE145787.

Gene Symbo mean expression

A1BG	4.22398
A1CF	3.299304
A2LD1	5.078018
A2M	3.298256
A2ML1	4.952062
A4GALT	5.417778
A4GNT	2.641148
AAA1	2.728034
AAAS	7.696204
AACS	7.333822
AADAC	2.210732
AADACL2	2.516172
AADACL3	3.027668
AADACL4	2.518544
AADAT	3.962876
AAGAB	7.719898
AAK1	6.234414
AAK1	7.50973
AAMP	7.966858
AANAT	4.56886
AARS	10.240344
AARS2	5.51362
AARSD1	6.560062
AASDH	6.067718
AASDHPPT	7.224908
AASS	3.118196
AATF	8.873314
AATK	4.5403
ABAT	6.293326
ABCA1	4.11889
ABCA10	2.025658
ABCA10	2.67258
ABCA11P	2.822934
ABCA12	5.396774
ABCA13	2.970548
ABCA2	5.785908
ABCA3	4.478988
ABCA4	3.159066
ABCA5	5.100754
ABCA6	2.362792
ABCA7	4.963924
ABCA8	2.52348

ABCA9	2.6824
ABCB1	2.914526
ABCB10	5.855198
ABCB11	2.722786
ABCB4	2.867008
ABCB5	2.294098
ABCB6	6.000518
ABCB7	6.088416
ABCB8	6.141244
ABCB8	6.412576
ABCB8	4.951044
ABCB8	4.466754
ABCB9	5.082968
ABCC1	7.048596
ABCC10	6.166118
ABCC11	4.697612
ABCC12	2.540602
ABCC13	2.42448
ABCC2	5.342254
ABCC3	7.364186
ABCC4	6.053034
ABCC5	7.353506
ABCC6	4.276838
ABCC6P2	5.82384
ABCC8	4.036926
ABCC9	2.925878
ABCD1	5.89938
ABCD2	2.459642
ABCD3	7.890234
ABCD4	5.83124
ABCE1	7.847154
ABCF1	8.43882
ABCF1	8.43882
ABCF1	8.43882
ABCF2	7.786348
ABCF3	8.14571
ABCG1	3.868704
ABCG2	4.109452
ABCG4	4.30991
ABCG5	3.168334
ABCG8	3.474062
ABHD1	3.008212
ABHD10	7.397554

ABHD11	6.119662
ABHD12	7.565948
ABHD12B	3.145872
ABHD13	6.556448
ABHD14A	4.67586
ABHD14B	5.053788
ABHD15	5.866858
ABHD2	6.013514
ABHD3	7.261798
ABHD4	6.737108
ABHD4	3.51985
ABHD5	6.518546
ABHD6	5.977224
ABHD8	6.277478
ABI1	8.237864
ABI2	7.367068
ABI3	4.004874
ABI3BP	2.673918
ABL1	7.169922
ABL2	7.658332
ABLIM1	7.458332
ABLIM2	4.842014
ABLIM3	6.595504
ABO	4.412186
ABP1	3.859498
ABR	6.595452
ABRA	2.802956
ABT1	6.55066
ABTB1	5.330326
ABTB2	5.147036
ACAA1	6.874652
ACAA1	2.363648
ACAA2	6.342572
ACACA	8.04873
ACACB	4.437046
ACAD10	5.504382
ACAD11	5.681034
ACAD8	6.157934
ACAD9	9.310592
ACAD9	2.971036
ACADL	2.645278
ACADM	8.6472
ACADS	5.777612

ACADSB	5.726558
ACADVL	9.149692
ACAN	3.670574
ACAP1	4.37501
ACAP2	8.23834
ACAP3	5.656298
ACAT1	6.860926
ACAT2	8.454004
ACBD3	8.839374
ACBD4	6.025892
ACBD5	7.3999
ACBD6	6.569424
ACBD7	5.376232
ACCN1	3.532212
ACCN2	3.903796
ACCN3	4.740962
ACCN4	2.838286
ACCN5	2.498358
ACCS	5.00927
ACCSL	3.31808
ACD	7.250798
ACE	4.452708
ACE2	6.473694
ACER1	3.859918
ACER2	5.441196
ACER3	5.343348
ACHE	4.715788
ACIN1	7.77077
ACIN1	7.526978
ACLY	9.548372
ACMSD	3.121308
ACN9	4.751634
ACO1	7.617062
ACO2	8.920626
ACOT1	6.800536
ACOT11	6.040142
ACOT11	3.689884
ACOT12	2.82703
ACOT13	8.000942
ACOT2	6.569564
ACOT4	6.261224
ACOT6	2.46167
ACOT7	7.165414

ACOT7	7.791206
ACOT8	6.26823
ACOT9	6.423082
ACOX1	6.79131
ACOX2	4.199696
ACOX3	6.73267
ACOXL	4.53183
ACP1	9.014698
ACP2	7.691258
ACP5	3.80091
ACP6	7.359006
ACPL2	4.779022
ACPP	5.0267
ACPT	5.055272
ACR	3.74044
ACR	4.080604
ACRBP	4.284202
ACRC	3.056044
ACRV1	2.616474
ACSBG1	3.562046
ACSBG2	2.883534
ACSF2	6.895876
ACSF3	6.06613
ACSL1	8.928002
ACSL3	9.14689
ACSL4	4.906022
ACSL5	7.704078
ACSL6	3.205038
ACSM1	2.958312
ACSM2A	2.725972
ACSM2A	2.764162
ACSM2B	2.73721
ACSM3	2.863482
ACSM5	3.500776
ACSS1	4.068696
ACSS2	7.87377
ACSS3	2.610584
ACTA1	6.021244
ACTA2	3.111114
ACTA2	4.504056
ACTB	12.38596
ACTBL2	2.649654
ACTC1	3.937498

ACTG1	12.18626
ACTG2	3.465488
ACTL6A	8.527954
ACTL6B	3.3792
ACTL7A	2.86243
ACTL7B	4.480704
ACTL8	4.01429
ACTL9	5.43939
ACTN1	9.454472
ACTN2	3.621022
ACTN3	3.279656
ACTN4	11.07726
ACTR10	7.35432
ACTR1A	7.446186
ACTR1B	7.36582
ACTR2	10.59582
ACTR3	10.299254
ACTR3B	6.294894
ACTR3BP2	2.284388
ACTR3BP2	2.261132
ACTR3BP2	2.311066
ACTR3BP2	2.389972
ACTR3C	7.140908
ACTR5	5.955712
ACTR6	5.685162
ACTR8	6.578246
ACTRT1	2.783892
ACTRT2	4.604154
ACVR1	5.696344
ACVR1B	6.371626
ACVR1C	3.637702
ACVR2A	5.45506
ACVR2B	4.53782
ACVRL1	4.990062
ACY1	6.121684
ACY3	4.542684
ACYP1	5.121452
ACYP2	5.429316
ADA	6.558922
ADAD1	2.335776
ADAD2	5.630502
ADAD2	4.337812
ADAL	6.225726

ADAM10	9.501796
ADAM11	4.417522
ADAM12	5.629802
ADAM15	7.409108
ADAM17	8.399514
ADAM18	2.57556
ADAM19	3.702606
ADAM2	2.503482
ADAM20	3.559784
ADAM21	2.890656
ADAM21	2.881214
ADAM22	4.630166
ADAM23	2.515944
ADAM28	2.791944
ADAM29	2.565044
ADAM30	2.440784
ADAM32	2.866158
ADAM33	4.99569
ADAM3A	2.43054
ADAM5P	2.150768
ADAM6	2.672676
ADAM7	2.576084
ADAM8	5.003614
ADAM9	9.372592
ADAMDEC1	2.511808
ADAMTS1	3.199454
ADAMTS10	3.996914
ADAMTS12	4.521592
ADAMTS13	4.686762
ADAMTS14	3.819448
ADAMTS15	4.364014
ADAMTS16	4.146476
ADAMTS17	4.387928
ADAMTS18	3.04574
ADAMTS19	3.04529
ADAMTS2	4.56565
ADAMTS20	2.78112
ADAMTS3	3.369484
ADAMTS4	3.860912
ADAMTS5	2.95943
ADAMTS6	2.991364
ADAMTS7	6.041016
ADAMTS8	4.346486

ADAMTS9	4.431014
ADAMTSL1	2.911516
ADAMTSL1	3.496396
ADAMTSL2	4.515326
ADAMTSL3	4.212784
ADAMTSL4	4.190708
ADAMTSL4	3.611156
ADAMTSL5	4.980248
ADAP1	7.338512
ADAP2	4.863984
ADAR	9.38
ADARB1	5.589848
ADARB2	4.579478
ADAT1	8.044482
ADAT2	6.021854
ADAT3	4.984618
ADC	4.629158
ADCK1	5.592652
ADCK2	5.351178
ADCK3	5.67341
ADCK4	6.10593
ADCK5	6.048822
ADCY1	4.448018
ADCY10	2.637694
ADCY2	3.814434
ADCY3	7.165668
ADCY4	3.898324
ADCY5	6.640882
ADCY6	7.452404
ADCY7	5.390212
ADCY8	3.174774
ADCY9	5.302028
ADCYAP1	3.340482
ADCYAP1R1	3.056804
ADD1	7.819186
ADD2	4.098344
ADD3	6.129274
ADH1A	3.465776
ADH1B	2.662706
ADH1C	2.760016
ADH4	2.5294
ADH5	7.531466
ADH6	2.383848

ADH7	2.351206
ADHFE1	3.150306
ADI1	8.65045
ADIG	3.811386
ADIPOQ	3.392656
ADIPOR1	9.318206
ADIPOR2	7.849926
ADK	7.00993
ADM	7.968162
ADM2	5.861242
ADNP	7.622032
ADNP2	5.604736
ADO	5.742602
ADORA1	5.924988
ADORA2A	4.870886
ADORA2B	8.259268
ADORA3	2.892396
ADPGK	6.511854
ADPRH	3.421476
ADPRHL1	5.124762
ADPRHL2	6.37357
ADRA1A	2.490232
ADRA1B	4.652048
ADRA1D	5.121288
ADRA2A	5.010546
ADRA2B	4.539652
ADRA2C	6.277064
ADRB1	5.482932
ADRB2	3.570982
ADRB3	3.37913
ADRBK1	6.902444
ADRBK2	4.887932
ADRM1	9.099586
ADSL	7.606678
ADSS	7.617174
ADSSL1	6.372578
AEBP1	4.874262
AEBP2	8.40865
AEN	5.662728
AES	8.196556
AFAP1	4.990686
AFAP1	8.184692
AFAP1-AS	7.33394

AFAP1L1	5.483298
AFAP1L2	4.907362
AFF1	7.635716
AFF2	3.083662
AFF3	3.22521
AFF4	8.481764
AFG3L1P	5.353544
AFG3L2	8.790242
AFM	2.260888
AFMID	5.804676
AFP	2.6829
AFTPH	7.493722
AGA	6.685044
AGAP1	4.473002
AGAP11	5.654364
AGAP2	3.942414
AGAP3	6.360212
AGAP4	6.118782
AGAP4	6.574734
AGAP4	6.456456
AGAP5	5.978704
AGAP5	6.583838
AGAP5	6.328028
AGAP6	6.280364
AGAP7	6.250034
AGAP9	6.645474
AGAP9	6.645474
AGBL1	3.232146
AGBL2	3.796922
AGBL3	2.832882
AGBL4	2.996668
AGBL5	6.043664
AGER	4.7734
AGER	4.802954
AGER	4.778474
AGFG1	9.480008
AGFG2	5.493216
AGGF1	6.060732
AGK	6.680886
AGL	5.363436
AGMAT	4.894108
AGPAT1	7.41226
AGPAT1	7.41226

AGPAT1	7.41226
AGPAT2	8.51761
AGPAT3	6.600602
AGPAT4	3.918446
AGPAT5	7.086818
AGPAT6	8.77696
AGPAT9	8.45908
AGPHD1	5.445846
AGPS	7.992092
AGR2	8.884474
AGR3	2.306014
AGRN	7.107656
AGRP	5.402186
AGT	3.1543
AGTPBP1	4.942152
AGTR1	2.898492
AGTR2	2.607834
AGTRAP	7.166742
AGXT	4.328992
AGXT2	3.418436
AGXT2L1	2.55186
AGXT2L2	5.899596
AHCTF1	7.312364
AHCTF1	7.676614
AHCY	8.230302
AHCYL1	8.791432
AHCYL2	6.379378
AHDC1	5.582502
AHI1	4.903488
AHNAK	9.5666
AHNAK2	6.486704
AHR	8.15494
AHRR	5.530466
AHSA1	8.707422
AHSA2	6.240142
AHSG	2.81714
AHSP	2.941954
AICDA	3.413146
AIDA	8.094106
AIDA	4.46336
AIF1	2.94533
AIF1	2.94533
AIF1	2.94533

AIF1L	6.909844
AIFM1	9.514606
AIFM2	6.472674
AIFM3	4.84312
AIG1	7.796588
AIM1	9.020286
AIM1L	6.446888
AIM2	2.474402
AIMP1	5.87341
AIMP2	8.818
AIP	7.382012
AIPL1	4.607898
AIRE	5.277098
AJAP1	3.128362
AK1	8.102978
AK2	7.633312
AK2	10.59106
AK3	6.878956
AK4	5.457384
AK4	6.932226
AK5	2.570192
AK7	2.905042
AKAP1	8.060518
AKAP10	7.183664
AKAP11	5.864488
AKAP12	3.093312
AKAP13	5.889762
AKAP14	2.305048
AKAP3	3.71591
AKAP4	2.914412
AKAP5	2.963682
AKAP6	3.918052
AKAP7	3.191104
AKAP8	8.267146
AKAP8L	8.272778
AKAP9	4.099866
AKD1	2.541386
AKD1	2.40878
AKD1	3.760928
AKIRIN1	8.378648
AKIRIN2	8.000138
AKNA	4.928188
AKNAD1	3.1079

AKR1A1	8.509936
AKR1B1	9.770596
AKR1B10	5.898286
AKR1C1	6.090242
AKR1C2	10.33438
AKR1C3	9.400754
AKR1C4	2.622482
AKR1CL1	3.211478
AKR1D1	2.982372
AKR1E2	7.163926
AKR7A2	7.916174
AKR7A2P1	3.88122
AKR7A3	5.344706
AKR7L	4.09159
AKT1	7.618932
AKT1S1	6.317226
AKT2	8.39807
AKT3	6.35535
AKTIP	7.19404
ALAD	6.481286
ALAS1	8.8374
ALAS2	3.506666
ALB	2.62262
ALCAM	6.744922
ALDH16A1	6.334988
ALDH18A1	8.630692
ALDH1A1	4.127704
ALDH1A2	2.959744
ALDH1A3	9.464516
ALDH1B1	7.766086
ALDH1L1	4.098452
ALDH1L2	3.907024
ALDH2	4.31676
ALDH3A1	7.552474
ALDH3A2	8.982328
ALDH3B1	7.330752
ALDH3B2	5.002598
ALDH4A1	5.174674
ALDH5A1	5.650742
ALDH6A1	7.577778
ALDH7A1	9.46749
ALDH8A1	2.75559
ALDH9A1	2.85124

ALDH9A1	9.026892
ALDOA	8.74088
ALDOAP2	4.887332
ALDOB	3.09157
ALDOC	5.22023
ALG1	7.385654
ALG10	5.947374
ALG10B	5.936756
ALG11	6.20255
ALG12	6.788932
ALG13	3.886644
ALG13	3.0236
ALG14	5.502694
ALG1L	5.364852
ALG2	7.906262
ALG3	10.024726
ALG5	6.784406
ALG6	6.334646
ALG8	7.948748
ALG9	7.601642
ALK	2.98966
ALKBH1	6.533522
ALKBH2	6.438992
ALKBH3	7.323586
ALKBH4	5.359434
ALKBH5	8.342952
ALKBH6	7.915418
ALKBH7	5.74315
ALKBH8	4.877442
ALLC	2.719794
ALMS1	5.287736
ALMS1P	3.147362
ALOX12	3.691604
ALOX12B	4.484548
ALOX12P2	5.529624
ALOX15	4.90758
ALOX15B	4.432966
ALOX5	8.38366
ALOX5AP	3.975692
ALOXE3	3.733598
ALPI	5.254394
ALPK1	6.176088
ALPK2	2.82188

ALPK3	4.06351
ALPL	3.440556
ALPP	6.003382
ALPPL2	7.198214
ALS2	5.676344
ALS2CL	6.18419
ALS2CR11	2.358712
ALS2CR12	2.793648
ALS2CR4	5.7983
ALS2CR8	3.016826
ALX1	3.024264
ALX3	4.643244
ALX4	4.108306
AMAC1	4.589928
AMAC1L2	5.253028
AMAC1L2	2.026832
AMAC1L3	4.738538
AMACR	6.360198
AMBN	2.435772
AMBP	3.846302
AMBRA1	7.189866
AMD1	8.475102
AMDHD1	5.06881
AMDHD2	5.9071
AMELX	2.699644
AMELY	2.642272
AMFR	7.966166
AMH	6.05288
AMHR2	3.715296
AMICA1	2.727184
AMIGO1	5.33525
AMIGO2	5.624074
AMIGO3	4.631528
AMMECR1	7.60513
AMMECR1L	7.314198
AMN	6.354036
AMN1	4.807356
AMOT	3.243012
AMOTL1	7.808158
AMOTL2	6.695414
AMPD1	2.61583
AMPD2	5.272274
AMPD3	4.910056

AMPH	2.458596
AMT	4.05157
AMTN	2.706144
AMY1A	2.488634
AMY1A	2.488634
AMY1A	2.488634
AMY2A	2.314338
AMY2B	2.838668
AMZ1	5.734764
AMZ2	8.948276
AMZ2P1	5.818976
ANAPC1	6.474962
ANAPC1	6.81907
ANAPC1	8.27252
ANAPC1	6.217846
ANAPC1	7.796052
ANAPC10	5.612916
ANAPC11	6.009542
ANAPC11	5.86544
ANAPC13	7.343082
ANAPC16	8.09491
ANAPC2	6.273764
ANAPC4	6.197526
ANAPC5	8.078902
ANAPC7	8.225174
ANG	4.045486
ANGEL1	6.183176
ANGEL2	6.624536
ANGPT1	2.709944
ANGPT2	2.835114
ANGPT4	3.623938
ANGPTL1	2.267628
ANGPTL2	3.439146
ANGPTL3	2.162674
ANGPTL4	4.535078
ANGPTL5	2.047168
ANGPTL6	4.805636
ANGPTL7	2.92656
ANK1	4.049278
ANK2	2.734272
ANK3	4.786928
ANKAR	2.998206
ANKDD1A	4.912558

ANKFN1	2.519956
ANKFY1	7.692356
ANKH	5.46776
ANKH	7.391094
ANKHD1-EIF4	7.176678
ANKIB1	7.891516
ANKK1	4.125292
ANKLE1	4.525302
ANKLE2	7.236298
ANKMY1	4.23051
ANKMY2	6.990542
ANKRA2	4.116972
ANKRD1	5.226664
ANKRD10	7.67449
ANKRD11	6.540856
ANKRD11	4.671916
ANKRD12	4.442892
ANKRD13A	8.631092
ANKRD13B	4.986678
ANKRD13C	6.83188
ANKRD13D	5.526322
ANKRD16	3.678138
ANKRD17	7.55858
ANKRD18A	3.226668
ANKRD18B	3.46209
ANKRD19	2.555606
ANKRD2	5.518296
ANKRD20A1	3.08619
ANKRD20A2	2.94148
ANKRD20A3	3.170312
ANKRD20A3	3.170312
ANKRD20A5	2.440796
ANKRD20B	2.254828
ANKRD20B	2.828832
ANKRD20B	2.639466
ANKRD20B	2.810922
ANKRD20B	3.20119
ANKRD20B	4.260012
ANKRD20B	2.311016
ANKRD20B	2.324916
ANKRD22	6.16409
ANKRD23	4.655976
ANKRD24	4.376518

ANKRD26	4.590482
ANKRD26P1	2.623506
ANKRD27	8.192322
ANKRD28	7.686458
ANKRD29	3.515396
ANKRD30A	2.21871
ANKRD30B	2.044838
ANKRD30B	2.078062
ANKRD30BL	4.7691
ANKRD30BP:	2.783512
ANKRD31	2.937504
ANKRD32	3.244714
ANKRD32	2.27107
ANKRD33	3.337212
ANKRD33B	5.957462
ANKRD34A	4.183604
ANKRD34B	2.550538
ANKRD34C	2.95749
ANKRD35	3.620316
ANKRD36	4.204114
ANKRD36B	5.495082
ANKRD36B	6.28012
ANKRD36B	6.298364
ANKRD36B	5.817808
ANKRD36B	4.426542
ANKRD36BP:	2.869242
ANKRD37	4.220406
ANKRD39	6.406896
ANKRD40	7.42578
ANKRD42	3.99134
ANKRD42	7.297134
ANKRD43	5.352424
ANKRD44	4.17333
ANKRD45	2.619534
ANKRD46	5.44034
ANKRD49	5.162548
ANKRD5	5.627776
ANKRD50	7.52041
ANKRD52	6.654188
ANKRD53	4.188882
ANKRD54	5.976628
ANKRD55	2.72089
ANKRD56	4.333788

ANKRD57	6.498274
ANKRD58	4.013916
ANKRD6	3.961566
ANKRD60	5.221168
ANKRD61	3.309032
ANKRD62	2.598268
ANKRD62	2.253514
ANKRD7	2.205426
ANKRD9	5.109628
ANKS1A	6.627258
ANKS1B	2.876028
ANKS3	5.20954
ANKS4B	3.454702
ANKS6	5.837102
ANKZF1	5.06634
ANLN	9.184094
ANO1	7.088068
ANO10	7.388986
ANO2	3.809812
ANO3	2.471394
ANO4	2.721222
ANO5	2.297526
ANO6	7.895154
ANO7	4.56818
ANO8	4.855838
ANO9	6.147932
ANP32A	9.172818
ANP32A	8.020692
ANP32B	9.357516
ANP32C	6.336098
ANP32D	2.439158
ANP32E	6.91867
ANPEP	9.581434
ANTXR1	6.747722
ANTXR2	5.81509
ANTXRL	2.528218
ANUBL1	4.737416
ANXA1	10.79534
ANXA10	2.695248
ANXA11	8.735044
ANXA13	2.727606
ANXA2	11.58492
ANXA2P1	6.77006

ANXA2P2	11.3934
ANXA2P3	4.33499
ANXA3	8.70232
ANXA4	8.680024
ANXA5	10.22118
ANXA6	5.90794
ANXA7	8.167386
ANXA8	7.315832
ANXA8L1	8.802572
ANXA8L2	7.294286
ANXA9	6.66012
AOAH	2.605192
AOC2	4.301734
AOC3	4.581214
AOC3	5.992626
AOX1	3.493632
AP1AR	6.065914
AP1B1	7.853634
AP1G1	8.852766
AP1G2	8.307878
AP1M1	6.827982
AP1M2	8.755078
AP1S1	8.038616
AP1S2	5.054504
AP1S2	3.341226
AP1S3	6.185312
AP2A1	7.092362
AP2A2	6.388576
AP2B1	9.38293
AP2M1	10.4586
AP2S1	8.853672
AP3B1	7.385754
AP3B2	3.220222
AP3D1	8.18184
AP3M1	7.497768
AP3M2	7.243368
AP3S1	6.460976
AP3S2	8.512864
AP4B1	5.62164
AP4E1	6.190066
AP4M1	6.056174
AP4S1	4.55728
APAF1	6.404222

APBA1	4.02229
APBA2	5.947466
APBA3	4.546784
APBB1	3.046882
APBB1IP	2.721536
APBB2	7.93927
APBB3	6.023784
APC	4.09949
APC2	4.507706
APCDD1	5.175198
APCDD1L	4.946312
APCS	3.031904
APEH	8.230014
APEX1	9.838196
APEX2	6.44512
APH1A	7.90247
APH1B	4.73764
API5	8.538278
APIP	6.153564
APITD1-COR ⁺	4.625298
APLF	2.505278
APLN	4.536708
APLNR	3.512052
APLP1	5.30014
APLP2	10.63288
APOA1	4.742892
APOA1	4.827042
APOA1BP	9.520576
APOA2	3.547146
APOA4	3.890466
APOA4	4.502958
APOA5	4.049626
APOB	2.910542
APOB48R	3.99975
APOBEC1	3.791124
APOBEC2	2.872542
APOBEC3A	4.06736
APOBEC3B	9.426674
APOBEC3C	6.7948
APOBEC3D	5.45509
APOBEC3F	6.17701
APOBEC3G	3.14152
APOBEC3H	3.627694

APOBEC4	2.696766
APOC1	3.734822
APOC2	4.753246
APOC3	3.894444
APOC3	3.86026
APOC4	4.13598
APOC4	2.897082
APOD	8.59205
APOE	4.60977
APOF	2.855574
APOH	2.360944
APOL1	7.411818
APOL2	6.198176
APOL3	5.90772
APOL4	3.331578
APOL5	3.900202
APOL6	7.915506
APOLD1	6.433958
APOM	4.29613
APOM	4.29613
APOM	4.29613
APOO	6.856172
APOOL	4.934904
APP	11.0786
APPBP2	7.678974
APPL1	7.169984
APPL2	6.109894
APRT	6.778456
APTX	5.591128
AQP1	4.868384
AQP10	3.537218
AQP11	3.31754
AQP12A	5.016596
AQP12A	4.855396
AQP2	3.955178
AQP3	8.69551
AQP4	2.471426
AQP5	4.234114
AQP6	3.669858
AQP7	5.262504
AQP7P1	4.146852
AQP7P1	4.152664
AQP7P1	4.093648

AQP7P1	4.073684
AQP8	3.811268
AQP9	3.240588
AQPEP	2.740058
AQPEP	3.265294
AQR	8.193352
AR	3.24766
ARAF	7.05028
ARAF2P	3.706236
ARAF2P	3.706236
ARAP1	6.670762
ARAP2	5.147562
ARAP3	4.88694
ARC	5.505356
ARCN1	8.598484
AREG	7.357232
AREG	7.86122
ARF1	10.30974
ARF3	9.806498
ARF4	10.30058
ARF5	7.139846
ARF6	9.203158
ARFGAP1	6.43435
ARFGAP2	8.563978
ARFGAP3	6.758444
ARFGEF1	6.70264
ARFGEF2	6.31285
ARFIP1	7.893266
ARFIP2	7.446646
ARFRP1	6.301972
ARG1	2.636984
ARG2	5.088632
ARGFX	2.740732
ARGLU1	8.59226
ARHGAP1	8.55707
ARHGAP10	5.66575
ARHGAP10	4.46801
ARHGAP11A	8.012298
ARHGAP11B	6.884196
ARHGAP12	7.610148
ARHGAP15	2.489714
ARHGAP17	5.490746
ARHGAP18	7.056264

ARHGAP19	5.786608
ARHGAP20	2.850478
ARHGAP21	7.597574
ARHGAP22	3.34598
ARHGAP23	7.714852
ARHGAP23	6.557992
ARHGAP24	2.828888
ARHGAP25	2.958194
ARHGAP26	8.009298
ARHGAP27	5.952762
ARHGAP28	2.380774
ARHGAP29	8.302314
ARHGAP30	3.941574
ARHGAP31	5.760948
ARHGAP32	7.63102
ARHGAP33	5.06613
ARHGAP36	3.178324
ARHGAP39	5.288466
ARHGAP4	4.906628
ARHGAP40	3.88298
ARHGAP42	5.062408
ARHGAP44	3.66841
ARHGAP5	6.969528
ARHGAP6	2.956722
ARHGAP9	3.840396
ARHGDIA	7.552444
ARHGDIA	7.309874
ARHGDIB	9.859964
ARHGDIG	3.318426
ARHGDIG	4.201056
ARHGEF1	6.141316
ARHGEF10	5.63689
ARHGEF10	4.482788
ARHGEF10L	5.82071
ARHGEF11	6.54921
ARHGEF12	8.322408
ARHGEF15	4.78176
ARHGEF16	5.675364
ARHGEF17	5.08935
ARHGEF18	6.965028
ARHGEF19	5.393292
ARHGEF2	7.340586
ARHGEF25	4.444522

ARHGEF26	2.36913
ARHGEF3	5.497836
ARHGEF37	6.535758
ARHGEF38	5.873924
ARHGEF4	5.08554
ARHGEF40	4.649608
ARHGEF5	7.176244
ARHGEF5	7.130526
ARHGEF6	3.046968
ARHGEF7	7.078236
ARHGEF9	5.800318
ARID1A	6.491572
ARID1B	5.423958
ARID2	6.559408
ARID3A	5.547752
ARID3B	4.590622
ARID3B	3.72545
ARID3C	3.937316
ARID4A	5.375534
ARID4B	5.889998
ARID5A	4.28759
ARID5A	4.13231
ARID5B	7.079128
ARIH1	8.23425
ARIH2	7.422338
ARIH2	5.486184
ARL1	7.148162
ARL10	3.898422
ARL11	3.372268
ARL13A	2.332362
ARL13B	5.86351
ARL14	4.528096
ARL15	3.111308
ARL17A	7.161072
ARL17A	7.16291
ARL17A	7.13484
ARL2	8.647226
ARL2BP	8.160202
ARL3	4.973496
ARL4A	4.395266
ARL4C	7.17359
ARL4D	6.706114
ARL5A	6.99872

ARL5B	7.240826
ARL5C	3.032212
ARL6	3.198036
ARL6IP1	11.90868
ARL6IP4	7.225388
ARL6IP5	9.64181
ARL6IP6	7.477088
ARL8A	7.458434
ARL8B	8.255374
ARL9	2.65952
ARMC1	7.896088
ARMC10	7.181892
ARMC10	6.97349
ARMC2	3.757736
ARMC3	2.60284
ARMC4	3.108768
ARMC5	4.531716
ARMC6	7.255622
ARMC7	6.402662
ARMC8	7.68403
ARMC9	5.212988
ARMCX1	3.005936
ARMCX2	3.461246
ARMCX3	5.695686
ARMCX4	3.05105
ARMCX5	3.944238
ARMCX6	6.040274
ARMCX6	6.234436
ARNT	7.114554
ARNT2	3.63062
ARNTL	4.949928
ARNTL2	7.530184
ARPC1A	9.954298
ARPC1B	9.954358
ARPC2	9.68113
ARPC3	9.555386
ARPC4	9.337772
ARPC5	9.469218
ARPC5L	7.355344
ARPM1	4.469446
ARPP19	7.929126
ARPP19	7.076046
ARPP21	2.776734

ARR3	3.055346
ARRB1	7.090216
ARRB2	6.459558
ARRDC1	7.94318
ARRDC2	6.653194
ARRDC3	7.608286
ARRDC4	5.689878
ARSA	4.921568
ARSB	4.557368
ARSD	5.397388
ARSE	2.919616
ARSF	3.050172
ARSG	6.14609
ARSH	3.732052
ARSI	3.806468
ARSJ	5.515116
ARSK	4.21885
ART1	4.454698
ART3	2.335214
ART4	2.738066
ART5	4.592178
ARTN	5.013002
ARV1	7.402062
ARVCF	5.59859
ARVP6125	2.70587
ARX	5.616792
AS3MT	4.827214
ASAH1	8.586588
ASAH2	4.430252
ASAH2	3.49134
ASAH2	3.350332
ASAM	8.831098
ASAP1	8.40608
ASAP2	7.308522
ASAP3	5.792626
ASB1	4.492082
ASB10	3.874856
ASB11	2.689878
ASB12	3.042464
ASB13	6.547948
ASB14	2.644366
ASB15	2.531472
ASB16	5.016138

ASB17	2.277634
ASB18	3.559756
ASB2	2.838494
ASB3	7.96165
ASB4	2.76308
ASB5	2.797154
ASB6	6.67822
ASB7	6.300706
ASB8	6.784752
ASB9	5.40243
ASCC1	7.525464
ASCC2	7.661064
ASCC3	7.192464
ASCL1	3.35017
ASCL2	3.721638
ASCL3	2.654276
ASCL4	2.774572
ASCL5	3.897466
ASF1A	6.504362
ASF1B	9.713624
ASGR1	4.127454
ASGR2	3.532118
ASH1L	7.469206
ASH2L	8.994286
ASIP	4.138554
ASL	7.353324
ASMT	5.054378
ASMT	5.054378
ASMTL	6.596164
ASMTL	6.540014
ASMTL-AS	4.175618
ASMTL-AS	4.1061
ASNA1	9.036856
ASNS	7.539228
ASNSD1	6.014404
ASPA	2.056938
ASPDH	4.321072
ASPG	5.2334
ASPH	7.319994
ASPHD1	5.550266
ASPHD2	3.827874
ASPM	6.755706
ASPN	2.17035

ASPRV1	4.389294
ASPSCR1	6.277122
ASRGL1	5.704948
ASS1	10.70164
ASTE1	4.520116
ASTL	4.286562
ASTN1	4.169076
ASTN2	4.13141
ASXL1	6.825766
ASXL2	6.332408
ASXL3	2.809816
ASZ1	2.46966
ATAD1	2.39648
ATAD2	8.449318
ATAD2B	4.695962
ATAD3A	6.958236
ATAD3B	6.885322
ATAD3C	4.88184
ATAD5	5.89978
ATAT1	5.019924
ATAT1	4.932726
ATAT1	5.019924
ATCAY	3.728458
ATE1	8.302952
ATF1	7.892762
ATF2	8.03667
ATF3	4.499678
ATF4	7.075866
ATF5	5.725622
ATF6	8.330106
ATF6B	8.016592
ATF6B	7.822332
ATF7	6.514042
ATF7IP	8.24256
ATF7IP2	2.345848
ATG10	5.48007
ATG12	5.511716
ATG13	8.012532
ATG14	6.715646
ATG16L1	6.875084
ATG16L2	4.684326
ATG2A	5.885714
ATG2B	5.062302

ATG2B	4.099688
ATG3	9.180716
ATG4A	5.58256
ATG4A	2.973232
ATG4B	6.063172
ATG4B	6.101204
ATG4C	4.930012
ATG4D	6.142836
ATG5	7.348388
ATG7	8.713514
ATG9A	5.968364
ATG9B	4.57663
ATHL1	4.30611
ATIC	8.576308
ATL1	4.273034
ATL2	8.148698
ATL3	8.222698
ATL3	8.035788
ATM	5.101078
ATMIN	7.050782
ATMIN	7.456588
ATN1	6.737366
ATOH1	4.118414
ATOH7	3.55485
ATOH8	3.917386
ATOX1	7.575906
ATP10A	5.347552
ATP10B	3.436608
ATP10D	6.99752
ATP11A	6.079144
ATP11B	7.20742
ATP11C	5.766138
ATP12A	3.01126
ATP13A1	6.985654
ATP13A2	5.778822
ATP13A3	9.270146
ATP13A4	2.602016
ATP13A5	2.617436
ATP1A1	10.53826
ATP1A2	3.972566
ATP1A3	5.898006
ATP1A4	3.268478
ATP1B1	10.21931

ATP1B2	4.25073
ATP1B3	8.215002
ATP1B4	3.2454
ATP2A1	3.32334
ATP2A2	9.21986
ATP2A3	4.504634
ATP2B1	7.553662
ATP2B2	4.213798
ATP2B3	3.855882
ATP2B4	8.054634
ATP2C1	7.880418
ATP2C2	6.3957
ATP4A	3.652642
ATP4B	3.758508
ATP5A1	8.937988
ATP5B	11.7631
ATP5C1	10.34162
ATP5D	7.893156
ATP5E	7.464248
ATP5EP2	7.896038
ATP5F1	5.339614
ATP5G1	8.079084
ATP5G2	7.520562
ATP5G3	4.393754
ATP5H	10.117218
ATP5I	7.801682
ATP5J	6.915422
ATP5J2	8.89211
ATP5L	9.732078
ATP5L2	3.86592
ATP5O	9.258126
ATP5S	5.31458
ATP5SL	7.697162
ATP6AP1	8.88926
ATP6AP1L	4.20828
ATP6AP2	8.534838
ATP6V0A1	8.682526
ATP6V0A2	6.287614
ATP6V0A4	3.622464
ATP6V0B	8.638998
ATP6V0C	8.943912
ATP6V0D1	8.62442
ATP6V0D2	2.880886

ATP6V0E1	10.33722
ATP6V0E2	5.958768
ATP6V0E2	5.134336
ATP6V1A	9.07171
ATP6V1B1	7.460642
ATP6V1B2	8.962796
ATP6V1C1	7.669478
ATP6V1D	8.013614
ATP6V1E1	8.799492
ATP6V1E2	4.356682
ATP6V1F	7.687868
ATP6V1G1	8.437704
ATP6V1G2	2.774036
ATP6V1G2	3.251202
ATP6V1G2	2.774036
ATP6V1G3	2.738912
ATP6V1H	7.638408
ATP7A	4.474672
ATP7B	3.608194
ATP8A1	2.553826
ATP8A2	3.000812
ATP8B1	3.955416
ATP8B1	6.224826
ATP8B2	4.370334
ATP8B3	4.070828
ATP8B4	2.505302
ATP8B5P	2.556398
ATP9A	7.846356
ATP9B	4.847612
ATPAF1	5.713908
ATPAF2	6.790268
ATPBD4	5.686136
ATPIF1	6.941116
ATR	6.11979
ATRIP	5.836476
ATRN	7.259688
ATRN1	2.655164
ATRX	4.918666
ATRX	4.460592
ATXN1	5.381066
ATXN10	8.072484
ATXN2	8.366368
ATXN2L	7.330402

ATXN3	6.329106
ATXN3L	2.354302
ATXN7	6.821708
ATXN7L1	4.120116
ATXN7L1	5.154432
ATXN7L1	4.451394
ATXN7L1	4.698576
ATXN7L1	4.400906
ATXN7L1	4.784962
ATXN7L2	4.397812
ATXN7L3	6.399036
ATXN7L3B	8.304538
AUH	6.451446
AUP1	8.009876
AURKA	9.227136
AURKAIP1	8.232966
AURKAIP1	8.29832
AURKB	8.241036
AURKC	4.532774
AUTS2	3.673122
AVEN	5.999528
AVIL	3.73081
AVIL	4.707634
AVL9	6.544358
AVP	4.514588
AVPI1	7.097786
AVPR1A	3.13574
AVPR1B	2.921252
AVPR2	3.899118
AWAT1	3.392574
AWAT2	3.386318
AXIN1	5.969864
AXIN2	4.013978
AXL	6.537128
AZGP1	7.08489
AZI1	5.173672
AZI2	5.843256
AZIN1	9.37828
AZU1	4.461566
B2M	11.01058
B3GALNT1	4.90536
B3GALNT2	8.114102
B3GALT1	2.53638

B3GALT2	2.303434
B3GALT4	4.024412
B3GALT4	4.024412
B3GALT4	4.024412
B3GALT5	3.954414
B3GALT6	6.171146
B3GALT1	6.10472
B3GAT1	3.759528
B3GAT2	3.988588
B3GAT3	6.625604
B3GNT1	4.935714
B3GNT2	7.35272
B3GNT3	7.638216
B3GNT4	4.53597
B3GNT5	6.780074
B3GNT6	5.34101
B3GNT7	5.446162
B3GNT8	3.887496
B3GNT9	4.614974
B3GNTL1	4.47265
B3GNTL1	4.330192
B4GALNT1	3.439018
B4GALNT2	3.659542
B4GALNT3	6.665274
B4GALNT4	5.226632
B4GALT1	8.44845
B4GALT2	7.422858
B4GALT3	7.392432
B4GALT4	7.591452
B4GALT5	9.741956
B4GALT6	3.856182
B4GALT7	6.361422
B9D1	5.443478
B9D2	4.93045
BAALC	3.780656
BAAT	2.718468
BACE1	5.100318
BACE2	7.250024
BACH1	5.540754
BACH2	2.976738
BAD	6.614798
BAG1	7.101144
BAG2	6.57322

BAG3	7.566354
BAG4	6.086216
BAG5	6.769978
BAGE2	2.114032
BAHCC1	5.245156
BAHD1	5.977934
BAI1	5.055432
BAI2	5.078908
BAI3	2.854776
BAIAP2	6.838182
BAIAP2L1	8.823
BAIAP2L2	4.790364
BAIAP3	4.435452
BAK1	7.616426
BAMBI	10.31851
BANF1	9.086274
BANF2	3.02573
BANK1	2.717764
BANP	5.44725
BAP1	7.004688
BARD1	7.012438
BARHL1	5.27641
BARHL2	4.883444
BARX1	5.439092
BARX2	6.920904
BASE	2.850776
BASP1	6.07833
BAT1	10.55258
BAT1	10.61542
BAT1	10.60222
BAT2	7.745912
BAT2	7.627162
BAT2L1	9.532518
BAT2L1	8.307072
BAT2L1	2.952608
BAT2L2	8.02127
BAT3	8.01347
BAT3	8.050144
BAT3	8.050144
BAT4	5.517472
BAT5	6.058592
BAT5	6.060678
BATF	5.733986

BATF2	5.28603
BATF3	4.00674
BAX	7.22337
BAZ1A	6.601272
BAZ1B	8.756898
BAZ2A	7.501834
BAZ2B	5.222344
BBC3	5.75515
BBOX1	2.370628
BBS1	5.4005
BBS10	4.17344
BBS12	4.587024
BBS2	7.51243
BBS4	5.386724
BBS5	2.862614
BBS7	4.50323
BBS9	4.429084
BBX	7.131206
BCAM	6.963652
BCAN	4.615612
BCAP29	5.480588
BCAP31	8.964178
BCAR1	6.545114
BCAR3	6.565318
BCAS1	5.027484
BCAS2	7.490528
BCAS3	6.36838
BCAS4	6.330628
BCAT1	2.601348
BCAT2	6.633166
BCCIP	7.606644
BCDIN3D	5.416836
BCHE	2.02253
BCKDHA	8.493358
BCKDHB	7.945958
BCKDK	7.38099
BCL10	6.314282
BCL11A	3.000006
BCL11B	4.4493
BCL2	4.5673
BCL2A1	2.943056
BCL2L1	8.706046
BCL2L10	3.476888

BCL2L11	6.043788
BCL2L12	6.587342
BCL2L13	8.199658
BCL2L14	4.720272
BCL2L15	2.596466
BCL2L2	6.306348
BCL3	6.054002
BCL6	7.496656
BCL6B	3.45287
BCL7A	5.834484
BCL7B	8.598516
BCL7C	7.20983
BCL9	5.586578
BCL9L	6.393376
BCLAF1	7.823744
BCMO1	5.593558
BCO2	7.125982
BCOR	5.996672
BCORL1	5.230392
BCORP1	2.84258
BCR	6.09255
BCR	7.312154
BCR	5.965822
BCS1L	6.165486
BDH1	6.134416
BDH2	3.539926
BDKRB1	5.814296
BDKRB2	4.256412
BDNF	3.61364
BDP1	5.608708
BDP1	5.625746
BEAN1	4.637978
BECN1	7.645256
BEGAIN	3.52115
BEND2	2.576798
BEND3	5.009294
BEND4	3.628814
BEND5	3.177656
BEND6	3.111754
BEND7	4.436958
BEST1	3.707406
BEST2	3.513734
BEST3	2.481754

BEST4	4.070026
BET1	6.273306
BET1L	6.164088
BET3L	2.869154
BEX1	3.74737
BEX2	3.706688
BEX4	4.02426
BEX5	2.671146
BFAR	8.500856
BFSP1	4.61849
BFSP2	3.385752
BGLAP	5.716494
BGN	4.543276
BHLHA15	5.521746
BHLHA9	5.991318
BHLHB9	2.780216
BHLHE22	4.461774
BHLHE23	5.442976
BHLHE40	8.365624
BHLHE41	8.211508
BHMT	3.224036
BHMT2	4.008696
BICC1	2.34488
BICD1	5.647616
BICD2	6.65961
BID	8.109294
BIK	5.506124
BIN1	6.623664
BIN2	2.556438
BIN3	6.216734
BIRC2	7.128072
BIRC3	7.346712
BIRC5	8.142108
BIRC5	3.204562
BIRC6	7.313562
BIRC7	4.620774
BIRC8	3.24683
BIVM	5.387422
BIVM	5.505382
BLCAP	8.497552
BLID	2.701044
BLK	3.70499
BLM	6.034614

BLMH	5.5631
BLNK	4.331004
BLOC1S1	6.305474
BLOC1S2	6.787814
BLOC1S3	5.87425
BLVRA	8.169284
BLVRB	7.699364
BLZF1	7.644322
BMF	5.27762
BMI1	7.31017
BMP1	6.322188
BMP10	2.72155
BMP15	2.880142
BMP2	6.035834
BMP2K	5.1518
BMP3	4.434548
BMP4	5.445338
BMP5	2.697966
BMP6	5.454138
BMP7	4.481286
BMP8A	4.303784
BMP8B	5.067142
BMPER	3.203186
BMPR1A	7.128982
BMPR1A	7.171164
BMPR1B	4.134958
BMPR2	6.527234
BMS1	8.40122
BMS1	8.958692
BMS1P1	7.455056
BMS1P1	7.14578
BMX	2.49258
BNC1	3.70269
BNC2	3.794032
BNIP1	5.13253
BNIP2	7.31
BNIP3	7.197224
BNIP3	1.973336
BNIP3L	7.313562
BNIPL	3.658014
BOC	3.010146
BOD1	7.78423
BOD1L	5.114006

BOD1P	5.921126
BOK	5.909082
BOLA1	5.569234
BOLA2	10.48214
BOLA3	8.985104
BOLL	2.641332
BOP1	7.05234
BOP1	7.476806
BPESC1	3.516642
BPGM	6.07117
BPHL	5.603376
BPI	2.8471
BPIL1	3.765298
BPIL2	2.532098
BPIL3	4.013274
BPNT1	8.593238
BPTF	6.282158
BPY2	2.588184
BPY2	2.588184
BPY2	2.588184
BRAF	6.708598
BRAP	7.4384
BRCA1	6.902586
BRCA2	6.40313
BRCC3	7.55284
BRD1	6.44473
BRD2	8.709768
BRD2	8.88287
BRD3	6.98497
BRD4	6.755368
BRD7	7.462846
BRD7	4.914104
BRD7P3	3.367622
BRD7P3	2.8369
BRD8	6.905652
BRD9	6.678178
BRDT	3.142866
BRE	8.528688
BREA2	4.006242
BRF1	5.951386
BRF2	5.836982
BRI3	7.388196
BRI3BP	7.60974

BRIP1	6.50108
BRIX1	8.18099
BRMS1	7.256432
BRMS1L	5.567776
BRP44	8.45061
BRP44L	7.290042
BRPF1	6.550722
BRPF3	6.444022
BRS3	2.66696
BRSK1	4.246192
BRSK2	4.550622
BRWD1	5.601428
BRWD3	5.236134
BSCL2	6.428682
BSDC1	7.2873
BSG	10.114756
BSN	3.353002
BSND	3.705834
BSPH1	2.14521
BSPRY	7.575696
BST1	4.421
BST2	9.848494
BSX	4.626392
BTAF1	6.247454
BTBD1	6.634102
BTBD10	6.404598
BTBD11	4.444794
BTBD11	3.001104
BTBD16	4.808134
BTBD2	7.089056
BTBD3	7.768538
BTBD6	5.877202
BTBD7	5.96017
BTBD8	3.023008
BTBD9	5.948188
BTC	4.767198
BTD	5.806244
BTF3	7.880478
BTF3L4	8.655826
BTF3L4	8.231096
BTF3P11	3.431892
BTF3P9	4.174584
BTG1	10.118398

BTG2	5.693992
BTG3	6.969094
BTG4	2.330258
BTK	2.945372
BTLA	2.891818
BTN1A1	2.740154
BTN2A1	6.561686
BTN2A2	6.041944
BTN2A3	3.729662
BTN3A1	6.464716
BTN3A2	6.727562
BTN3A3	5.777856
BTNL2	3.897418
BTNL2	3.897418
BTNL2	3.897418
BTNL3	2.41009
BTNL8	2.985728
BTNL8	2.97316
BTNL9	4.570734
BTRC	5.626074
BUB1	8.317214
BUB1B	7.633486
BUB3	10.59676
BUD13	6.167464
BUD31	7.204484
BVES	5.993762
BYSL	8.208502
BZRAP1	3.995848
BZW1	10.076684
BZW2	8.199278
C10orf10	6.997706
C10orf107	2.220844
C10orf108	3.63793
C10orf11	3.950242
C10orf110	3.483896
C10orf111	4.016994
C10orf113	2.62205
C10orf114	5.504506
C10orf116	4.621858
C10orf118	4.969804
C10orf119	8.43228
C10orf12	4.804656
C10orf120	2.578368

C10orf122	2.337602
C10orf125	5.541686
C10orf126	3.317798
C10orf129	3.043642
C10orf131	2.059464
C10orf137	7.214778
C10orf140	5.015318
C10orf18	6.55802
C10orf2	5.762526
C10orf25	3.13569
C10orf26	6.54016
C10orf27	3.026934
C10orf28	5.457706
C10orf31	3.498544
C10orf32	3.857892
C10orf35	5.951286
C10orf46	7.65731
C10orf47	6.671096
C10orf53	3.332944
C10orf54	6.00234
C10orf55	3.005736
C10orf57	6.20777
C10orf58	8.09642
C10orf62	3.37585
C10orf67	4.271658
C10orf68	3.271188
C10orf71	3.573032
C10orf72	3.385138
C10orf76	6.591082
C10orf78	4.066316
C10orf79	2.6517
C10orf81	3.377018
C10orf82	3.938674
C10orf84	6.526664
C10orf85	3.99668
C10orf88	6.39322
C10orf90	2.671436
C10orf91	2.983768
C10orf92	3.63029
C10orf93	2.54521
C10orf95	4.819444
C10orf96	2.101228
C10orf99	4.046026

C11orf1	6.837304
C11orf10	9.842744
C11orf16	3.96613
C11orf17	6.816594
C11orf2	7.138282
C11orf21	4.14571
C11orf24	6.180984
C11orf30	5.765156
C11orf31	6.430336
C11orf34	3.083012
C11orf35	3.538512
C11orf35	5.66415
C11orf36	3.13619
C11orf40	4.335322
C11orf41	3.309978
C11orf41	2.818398
C11orf42	3.331154
C11orf44	3.321688
C11orf45	4.876146
C11orf46	5.239236
C11orf48	8.163566
C11orf49	6.683764
C11orf51	6.877006
C11orf52	6.525188
C11orf53	2.656186
C11orf54	7.645722
C11orf57	6.374396
C11orf58	9.101746
C11orf58	10.084486
C11orf59	6.94271
C11orf61	6.11449
C11orf63	3.598218
C11orf64	2.246412
C11orf65	2.766612
C11orf66	4.61076
C11orf67	5.715434
C11orf68	6.432286
C11orf70	2.47729
C11orf71	4.405422
C11orf72	3.615152
C11orf73	6.31122
C11orf74	2.63491
C11orf75	4.952368

C11orf76	5.269198
C11orf80	7.001818
C11orf82	4.797704
C11orf83	5.905456
C11orf84	5.712916
C11orf85	3.216018
C11orf86	4.622142
C11orf87	3.862076
C11orf88	3.111188
C11orf89	5.13318
C11orf9	3.818514
C11orf92	3.892858
C11orf95	6.24356
C11orf96	4.818822
C12orf10	6.850038
C12orf11	7.744908
C12orf12	3.083108
C12orf23	6.039826
C12orf24	3.652706
C12orf26	4.060716
C12orf28	3.27421
C12orf29	5.915426
C12orf32	8.139136
C12orf33	2.468692
C12orf34	5.508798
C12orf35	4.920382
C12orf36	5.533894
C12orf37	2.69203
C12orf39	2.312484
C12orf4	6.275592
C12orf40	2.130532
C12orf41	6.933464
C12orf42	2.664746
C12orf43	6.329298
C12orf44	6.701632
C12orf45	6.73134
C12orf47	4.85321
C12orf48	4.376548
C12orf49	7.343532
C12orf5	6.880058
C12orf50	2.600892
C12orf51	5.706494
C12orf51	6.453096

C12orf52	6.841772
C12orf53	4.653116
C12orf54	2.77852
C12orf55	2.958582
C12orf56	2.34461
C12orf57	8.847466
C12orf59	4.795114
C12orf60	3.956886
C12orf61	4.008654
C12orf62	6.474608
C12orf63	2.622088
C12orf64	2.267376
C12orf65	6.401744
C12orf66	5.572504
C12orf67	3.407806
C12orf68	4.095956
C12orf69	2.252496
C12orf70	3.114282
C12orf72	3.010912
C12orf74	3.004992
C12orf75	6.38524
C12orf76	4.294158
C13orf1	7.339464
C13orf15	6.901488
C13orf16	3.66643
C13orf18	2.862834
C13orf23	7.770384
C13orf26	2.28816
C13orf27	4.40566
C13orf28	2.765468
C13orf29	5.474164
C13orf30	2.56587
C13orf31	4.527734
C13orf33	3.705568
C13orf34	6.464082
C13orf35	2.973832
C13orf36	3.933346
C13orf38	3.7764
C13orf39	2.56153
C13orf40	2.655328
C13orf40	2.715516
C14orf1	8.992346
C14orf101	5.925584

C14orf102	5.31397
C14orf104	5.144664
C14orf105	2.390302
C14orf106	5.498464
C14orf109	7.019628
C14orf118	6.864848
C14orf126	6.54486
C14orf128	4.963032
C14orf129	5.722918
C14orf132	4.079076
C14orf135	5.794246
C14orf138	5.285618
C14orf139	5.17558
C14orf142	6.491184
C14orf143	5.402804
C14orf145	5.80282
C14orf147	6.471804
C14orf148	2.91112
C14orf149	5.445074
C14orf153	6.187658
C14orf156	11.19216
C14orf159	5.89769
C14orf162	4.169098
C14orf165	2.671916
C14orf166	8.505152
C14orf166B	3.061298
C14orf167	2.42384
C14orf169	6.950408
C14orf177	3.573274
C14orf178	3.595484
C14orf179	6.31832
C14orf180	5.81355
C14orf181	5.593338
C14orf182	4.626314
C14orf183	3.181856
C14orf184	4.540118
C14orf19	3.45301
C14orf2	6.821814
C14orf21	7.38276
C14orf23	2.919704
C14orf28	4.53284
C14orf33	4.854064
C14orf37	2.942426

C14orf38	2.08292
C14orf39	2.138718
C14orf4	6.881438
C14orf43	4.27542
C14orf43	6.033568
C14orf45	2.830356
C14orf48	2.828174
C14orf49	4.716888
C14orf50	3.208622
C14orf56	2.702496
C14orf70	3.03056
C14orf79	4.495258
C14orf80	5.45119
C14orf93	6.075958
C15orf17	4.819476
C15orf2	4.344466
C15orf21	4.05825
C15orf23	9.50852
C15orf24	8.823332
C15orf26	3.518428
C15orf27	3.718894
C15orf28	3.98562
C15orf29	5.512032
C15orf29	6.067422
C15orf32	2.869686
C15orf32	6.496118
C15orf33	2.436586
C15orf34	3.273332
C15orf37	4.44306
C15orf38	6.618806
C15orf39	6.430898
C15orf40	3.551682
C15orf41	7.15118
C15orf42	7.177484
C15orf43	2.33894
C15orf44	8.253472
C15orf48	6.226736
C15orf5	2.385918
C15orf51	3.556172
C15orf51	4.390044
C15orf51	4.574846
C15orf51	4.574846
C15orf51	4.868456

C15orf51	5.04939
C15orf51	4.70366
C15orf51	5.04939
C15orf51	4.868456
C15orf51	3.896784
C15orf52	6.706806
C15orf53	3.906978
C15orf54	2.235012
C15orf55	2.937512
C15orf56	5.25721
C15orf57	5.36407
C15orf58	5.220944
C15orf59	5.144912
C15orf60	2.840832
C15orf61	5.18292
C15orf62	5.048376
C15orf63	6.14068
C16orf11	5.720862
C16orf13	5.673274
C16orf3	3.64656
C16orf42	7.247074
C16orf45	3.73289
C16orf46	3.53804
C16orf47	3.657742
C16orf48	5.22537
C16orf5	4.238214
C16orf52	5.408934
C16orf53	8.932138
C16orf54	3.616164
C16orf54	3.616164
C16orf55	4.6199
C16orf57	5.330406
C16orf58	6.537594
C16orf59	5.729062
C16orf61	8.811812
C16orf62	6.314
C16orf63	8.11706
C16orf68	5.365036
C16orf7	5.278442
C16orf70	6.717078
C16orf71	3.59047
C16orf72	7.19807
C16orf73	2.308692

C16orf74	6.805688
C16orf75	5.74278
C16orf78	2.85861
C16orf79	5.19896
C16orf80	8.297642
C16orf81	4.146696
C16orf82	4.249332
C16orf85	3.707446
C16orf86	5.046936
C16orf87	4.88562
C16orf88	7.902844
C16orf89	3.830114
C16orf91	6.12443
C16orf93	5.495404
C17orf101	5.269094
C17orf102	2.626818
C17orf103	4.80111
C17orf104	2.266876
C17orf105	2.328904
C17orf106	5.800162
C17orf106	5.624968
C17orf108	3.279024
C17orf28	7.124978
C17orf37	7.768226
C17orf39	6.051712
C17orf42	5.75808
C17orf44	3.089028
C17orf46	3.640094
C17orf47	2.756414
C17orf48	3.642892
C17orf49	7.812128
C17orf50	5.50567
C17orf51	3.38544
C17orf53	5.44914
C17orf54	3.132288
C17orf55	5.049666
C17orf56	4.861174
C17orf57	2.931556
C17orf58	5.15332
C17orf58	4.395548
C17orf59	3.70819
C17orf59	5.502458
C17orf60	4.026714

C17orf61	5.891396
C17orf62	6.360384
C17orf63	6.77417
C17orf64	3.12474
C17orf65	6.650566
C17orf66	3.318674
C17orf68	6.954286
C17orf69	5.02244
C17orf70	5.886584
C17orf71	5.560582
C17orf73	3.103292
C17orf74	4.07497
C17orf75	6.85763
C17orf76	5.018286
C17orf77	3.001108
C17orf78	2.567384
C17orf79	7.472752
C17orf80	6.12972
C17orf81	7.530256
C17orf82	4.237234
C17orf85	7.613446
C17orf87	2.8825
C17orf88	5.114282
C17orf90	6.227294
C17orf91	4.721592
C17orf95	7.168824
C17orf96	4.634658
C17orf97	4.095764
C17orf99	5.07887
C18orf1	3.751522
C18orf10	6.818046
C18orf12	2.65922
C18orf16	2.661468
C18orf18	3.66524
C18orf19	7.262122
C18orf2	2.076046
C18orf20	2.6353
C18orf21	3.673228
C18orf23	3.497666
C18orf25	5.04888
C18orf26	2.98267
C18orf32	5.690358
C18orf34	2.317646

C18orf45	6.704156
C18orf54	2.605704
C18orf55	5.317536
C18orf56	5.957422
C18orf62	2.697164
C18orf8	7.535826
C19orf10	7.829724
C19orf12	6.077228
C19orf18	2.399394
C19orf2	7.358908
C19orf20	6.112324
C19orf21	6.975978
C19orf22	7.108718
C19orf23	3.608158
C19orf24	7.3233
C19orf25	5.717228
C19orf26	6.09407
C19orf28	6.708008
C19orf29	4.243562
C19orf29	5.819106
C19orf30	3.771252
C19orf33	8.241088
C19orf34	4.43802
C19orf35	4.55869
C19orf39	5.630532
C19orf40	6.180954
C19orf42	8.730916
C19orf43	9.919646
C19orf44	4.863744
C19orf45	3.655686
C19orf46	5.235278
C19orf47	5.733264
C19orf48	7.717478
C19orf50	7.891708
C19orf51	6.425286
C19orf52	6.206866
C19orf53	9.449484
C19orf54	5.893162
C19orf55	5.662494
C19orf56	8.342698
C19orf57	5.250674
C19orf59	4.219182
C19orf6	7.855344

C19orf60	5.825136
C19orf61	6.39949
C19orf62	8.612818
C19orf63	7.595336
C19orf63	4.692262
C19orf66	6.333264
C19orf67	4.474002
C19orf68	5.570542
C19orf70	6.488702
C19orf71	5.90322
C19orf73	4.875336
C19orf75	2.512476
C19orf77	4.94112
C1D	7.495296
C1D	6.373702
C1D	6.953526
C1D	6.995572
C1GALT1	6.434632
C1GALT1C1	4.166966
C1orf100	3.054956
C1orf101	3.047684
C1orf103	6.07319
C1orf105	2.677058
C1orf106	5.976866
C1orf107	5.852114
C1orf109	5.363616
C1orf110	2.836978
C1orf111	4.110188
C1orf113	5.975072
C1orf113	6.04264
C1orf114	2.468184
C1orf115	5.095514
C1orf116	7.14445
C1orf118	3.83199
C1orf122	6.013366
C1orf124	6.918242
C1orf125	2.30118
C1orf126	4.083556
C1orf127	4.238976
C1orf128	7.131016
C1orf129	2.251068
C1orf130	3.439674
C1orf131	4.56352

C1orf135	6.367532
C1orf137	2.308682
C1orf14	2.205052
C1orf141	2.250668
C1orf144	8.652602
C1orf146	1.99776
C1orf150	2.441144
C1orf151	10.16904
C1orf152	9.511824
C1orf156	5.88789
C1orf157	3.195254
C1orf158	3.000614
C1orf159	4.84796
C1orf161	2.567812
C1orf162	3.448432
C1orf163	6.624004
C1orf167	4.096474
C1orf168	2.267992
C1orf170	4.7222
C1orf172	6.515418
C1orf173	2.63375
C1orf174	7.76668
C1orf175	3.94023
C1orf177	3.153092
C1orf180	2.903278
C1orf182	3.467388
C1orf183	3.84108
C1orf186	3.498948
C1orf187	5.13413
C1orf189	3.128652
C1orf190	4.247996
C1orf191	3.365036
C1orf192	2.991576
C1orf194	2.89363
C1orf198	6.885842
C1orf200	3.661434
C1orf201	5.592048
C1orf21	6.866964
C1orf210	6.005244
C1orf211	3.974006
C1orf212	5.39312
C1orf213	4.152126
C1orf216	4.902574

C1orf220	4.429362
C1orf222	3.104018
C1orf223	3.07353
C1orf227	2.473182
C1orf228	3.949052
C1orf229	4.74242
C1orf230	3.024342
C1orf25	6.82937
C1orf26	2.92122
C1orf27	6.778318
C1orf31	5.975944
C1orf35	6.251604
C1orf38	5.083852
C1orf43	10.218746
C1orf46	2.6021
C1orf49	2.450594
C1orf50	5.686034
C1orf50	3.452342
C1orf51	3.142694
C1orf52	5.12177
C1orf53	6.35964
C1orf54	3.117352
C1orf55	6.638032
C1orf56	6.072466
C1orf57	6.987628
C1orf58	8.609204
C1orf59	6.457836
C1orf61	3.219012
C1orf63	6.764696
C1orf64	3.904178
C1orf65	4.999652
C1orf66	6.263126
C1orf68	4.756438
C1orf69	5.032456
C1orf74	5.400904
C1orf77	8.30499
C1orf83	5.783512
C1orf85	6.774784
C1orf86	5.516008
C1orf87	2.604852
C1orf88	3.16352
C1orf89	5.487926
C1orf9	5.835282

C1orf91	4.136286
C1orf92	3.283654
C1orf93	6.692378
C1orf94	3.069444
C1orf95	4.10248
C1orf96	4.941942
C1orf97	4.402524
C1orf99	2.83077
C1QA	3.377222
C1QB	3.975928
C1QBP	8.904642
C1QC	4.296674
C1QL1	6.241742
C1QL2	3.308518
C1QL3	5.343848
C1QL4	4.24284
C1QTNF1	5.209154
C1QTNF2	4.308434
C1QTNF3	3.026908
C1QTNF4	5.555044
C1QTNF5	4.384608
C1QTNF5	5.270358
C1QTNF6	5.884176
C1QTNF7	2.598094
C1QTNF8	4.011432
C1QTNF9	2.246402
C1QTNF9B	2.884798
C1R	6.77267
C1RL	6.567638
C1S	7.962598
C2	3.708014
C2	3.723852
C2	3.723852
C20orf103	2.74163
C20orf106	4.648984
C20orf107	4.236624
C20orf108	6.270244
C20orf11	8.538056
C20orf111	7.04413
C20orf112	5.666114
C20orf114	8.766776
C20orf117	5.17856
C20orf12	4.512982

How the deposited data were processed for this re-analysis (not part of the article)

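Total RNA of MCF7 cells carrying a control shRNA plasmid was measured on 5 Affymetrix arrays, 1 for each time given in the labels, 4, 18, 24 and 96 h and 1 week. The authors deposited log2 expression values for 33297 probe sets per sample, made in Partek Genomics Suite (version 6.6 in the submitters' processing notes). The log base, background correction and normalization are not given in the sources used here. The base of 2 was taken from the range of the values, and the medians of the samples differed by less than 0.1, so no further normalization was applied. All 5 samples were taken as 1 condition, as the paper does, and were also set in the order of the labelled times. No arrays of IGF1R-KD or INSR-KD cells, no network file and no simulation were analysed here.

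Genes were named through the platform annotation, matched to symbols of the RefSeq annotation of GRCh38.p14, and network genes also through Supplementary Data Sheet 1, whose values were matched to the means of probe sets within 1e-06. No coordinates are given, since the build behind the array design is not named. In a gene list, the probe set with the highest mean stood for a gene. A listed gene was counted as measured where a probe set was annotated with it alone. A probe set was called above background when its mean exceeded the 95th percentile of 360 olfactory receptor probe sets, 3.81, and 20051 probe sets were. With no detection call on the arrays, signal over this background is the measure of depth, and the 5 arrays limit the precision.

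Time was tested with limma 3.58.1 in R 4.3.3, by a linear fit on log2 hours (3 residual degrees of freedom, moderated with a mean-dependent trend) and by a comparison of the 3 samples at 4 to 24 h with the 2 at 96 h and 1 week, with Benjamini-Hochberg adjustment over the 20051 probe sets. Gene lists written before the data were examined, 27 in all, were tested with camera at a preset correlation of 0.01 where at least 5 probe sets were kept (24 lists), and again with an estimated correlation and with fry. Chance orders of the times were tested with all 120 orders for each list and with 100 orders for the fit over all probe sets. The fits were tested on simulated data built from the means and residual SDs of the 20051 probe sets, with 50 probe sets changed at each of 4 slopes. The time trend recovered 26% of 50 slopes of 0.3 per doubling of the hours and 90% of slopes of 0.6. Of slopes of 1 and 1.5 it recovered 94% and 100%. It made 3 false calls, and 0 calls on data with no change. The changed probe sets were drawn at random, so recovery for probe sets of large spread was not measured. In the data, IFNL2 (slope -0.675, SD 1.59) and IFIT2 (slope -0.604, SD 1.505) were not called. Camera on simulated data called the 1 shifted list of 24 and 0 of the others. The simulated noise was independent between probe sets. In the data, the estimated correlation was 0.422 for the proliferation list and 0.769 for the interferon list. The simulation therefore cannot tell how often camera calls correlated lists falsely at the preset correlation of 0.01.

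Starting values were rebuilt as the mean cut to a whole number, times 9 over 12, rounded with midway values to the even number, from the row listed last for a gene in Supplementary Data Sheet 1. The genes named in the text are those of Table 1 and Figure 2A, INS, IGF1, ESR1, PGR and ERBB2, the members with the highest and lowest means of 6 lists, the 5 largest slopes with time in each direction and the 10 largest SDs. GRB10, MKI67, PCNA, CD68, CD14, PTPRC, LYZ, STC2, CA12, MYB, TFF3, GATA3 and FOXA1 fall outside this rule and were chosen after values had been seen. Means in Supplementary Data Sheet 1 had been seen before this rule was written, values per sample had not. Alternatives covered the scale of time, the background, quantile normalization and median centring, the spread model, the average, the scaling and probe set behind starting values, and leaving out each sample. Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used for levels, lists and starting values, and matplotlib 3.10.9 for plots.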

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

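The tests of normalization, leukocyte RNA and the order of the times for the interferon-induced genes, and all tests on the estrogen-responsive genes, were chosen only after the results were seen. Among 90 network genes, receptors and list medians tested, 7 had a sample far from the other 4, with a gap over the range above 0.71, where chance gives about 4.5. In the 18 h sample, STK11 was at 6.19 against 6.99 to 7.22 in the others (gap over range 0.78), CBLC at 4.10 against 4.74 to 4.96 (0.739), CASP8 at 6.75 against 6.09 to 6.23 (0.783), ERBB2 at 6.97 against 7.68 to 7.94 (0.728), and the median of the luminal list at 5.47 against 5.65 to 5.70 (0.8). In the 1 week sample, MTOR was at 7.30 against 7.58 to 7.61 (0.911) and the cell cycle phosphatase CDC25A at 5.77 against 6.75 to 6.97 (0.818). In gene groups that the paper does not analyse as groups, 37 of 38 measured interferon-induced genes lay above background, as did 21 of 21 measured basal epithelial genes, of which EGFR, MET and AXL are also genes of Figure 2A.

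The interferon-induced genes had a median of 9.79 at 18 h and 7.31 at 96 h, and their median SD lay at percentile 100.0 of random lists matched on mean expression, which argues against a difference in scale between arrays that acts alike on genes of the same level (quantile normalization kept 99.2% of the range of 2.48 but had little to move, with sample medians of 4.50 to 4.58). Leukocyte RNA stays open, since the median of 16 leukocyte markers ranged over 0.20 between the times but lay near background, with 7 of the 16 above it, CD68 at 6.99, 7.68, 8.59, 6.76 and 6.92 and CD14 at 5.77, 5.91, 6.31, 5.15 and 6.31 in the order of the times, and PTPRC (2.41) and LYZ (2.59) below background. That test replaced one set earlier, a leukocyte median above background in any sample, which was met at 96 h (3.89), where the interferon median was lowest, and the replacement was chosen after this was seen. A trend along time was not shown, as 84 of the 120 orders of the times gave a mean slope as large (exact permutation test, two-sided, p = 0.7). A biological difference between the labelled times stays open, since each time had 1 sample. The tests along time passed for no single probe set when adjusted over all 20051. Adjusted over the list alone, 2 of 37 interferon probe sets passed for early against late samples.

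PGR lay below background, as did 4 of 6 estrogen-responsive genes chosen after the results were seen, while TFF1 and TFF3 (2 of 6) lay above it, as did 21 of 28 genes of the whole luminal and estrogen-responsive list, with STC2 at 6.73, CA12 at 6.33, MYB at 6.13 and XBP1 at 9.64. Of all 19460 probe sets with 1 gene, 13733 lay above background, a share close to that of the luminal list. Low signal of the arrays as a whole is argued against, since 100.0% of the measured epithelial junction genes lay above background. Failed probe sets of ESR1 and PGR cannot be told apart from low receptor activity, which also leaves target genes low; the count of 2 met the bound first set against failed probe sets, and this reading was changed after the count was seen. RNA of another cell population in the culture may contribute and cannot be told apart either, with 4 of 4 of KRT8, KRT18, GATA3 and FOXA1 above background and no reference array of the line analysed here. MCF7 is generally described as lacking CDKN2A, whereas 4 of 4 genes of the 9p21 locus lay above background here. The paper also shows Western blots of p16, the protein of CDKN2A, and reports that etoposide raised it in control cells.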

How the results depend on the processing

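The alternatives restricting the time tests to probe sets with 1 gene, rounding midway values up and using only annotated probe sets were chosen after seeing the data. The count of probe sets changing with time was 0 in limma under every alternative run, with 164 to 1426 at an unadjusted p under 0.05, and the count for early against late samples was also 0 under every alternative, with 296 to 1292. In the labelled order 0 probe sets passed and the highest among the other orders drawn was 1; a count of 0 is reached by any order (100 of 100), so this comparison decides nothing. At an unadjusted p under 0.05, the labelled order gave 367 probe sets, 88 of 100 orders gave as many and the highest other gave 2765, so that chance cannot be excluded. Of 3 gene lists called with camera, 0 held with an estimated correlation and 0 with fry, and leaving out 1 sample gave between 1 and 7 called lists; the cause was not tested. The proliferation list was called whichever sample was left out. Rebuilt starting values matched the printed number for 59 of 59 genes, for 31 when scaled from the lowest to the highest mean, and for 55 or 56 with 1 sample left out. The median level of the network probe sets was 6.59 and between 6.54 and 6.59 with 1 sample left out. Of all genes with a probe set, 13015 lay above background, and 12976 to 13071 with 1 sample left out, 11203 against the 99th percentile of the olfactory receptor probe sets, where IGF1R and TFF3 no longer did, and 13325 against their median plus 1. No paired analysis was possible because all 5 samples belong to 1 condition. Genes near background, PGR and IGF1 among them, are limited by signal, so that a low level does not show absence of the transcript.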

Differences from the paper's values

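With the rebuilt rule no starting value differed from the paper's, but the rule was itself found from the printed numbers, so that this match is no independent check. With the probe set of the highest mean, 4 of 59 starting values would differ from the paper's. IL6 would start at 5 against a printed 2, CCND1 at 6 against 3, RHEB at 7 against 6 and GAB1 at 4 against 3. Rounding midway values up, an alternative chosen after seeing the values, changes 17 of 59 starting values. The paper's reported number of genes in its expression file is 22148, and the copy used here holds 22140 rows. The array named in the methods is a later one of the family than the array whose annotation fits the deposited probe sets. The paper describes the cell line as positive for estrogen and progesterone receptors. On these arrays PGR was at 2.74 ± 0.04 (SD, n = 5), below the background of 3.81, and ESR1 was at 3.31 ± 0.06 on one probe set and, above background, at 5.36 ± 0.08 on the other. The paper calls the cells of the expression data untreated and averages replicate control cells, and its methods also describe cells with a control shRNA plasmid. The labels give that plasmid and 5 different times, which the paper does not mention.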

Other observations

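The proliferation genes were chosen for testing after their camera result and the signs of their slopes had been seen, and the tests on them were set before their own values were computed. Other gene groups also differed between the samples. Immediate early genes, which respond to growth factors and stress, had medians of 6.41 at 4 h, 7.39 at 18 h, 7.61 at 24 h, 6.28 at 96 h and 6.91 at 1 week. Antigen presentation genes had medians of 7.53, 8.17, 8.95, 8.03 and 7.85 in the same order, and unfolded protein response genes 7.41, 7.85, 7.92, 6.93 and 8.06. The median SDs of their members above background, 0.56, 0.52 and 0.39, lay at percentile 100.0 of 10000 random lists matched on mean expression, as did those of secretory senescence genes (0.54), keratinization genes (0.49), proliferation genes (0.41), p53 targets (0.39) and cell cycle regulators (0.37), while ribosomal genes (0.20) were at percentile 50.3. Apart from the proliferation genes and cell cycle regulators, none of these lists passed camera for a change with log2 hours over all 5 samples, but antigen presentation was called without the 4 h, 24 h, 96 h or 1 week sample, the unfolded protein response without the 96 h or 1 week sample, keratinization genes without the 4 h or 1 week sample, and immediate early, secretory senescence and ribosomal genes without the 4 h sample. Those calls rest on the preset correlation of 0.01, and over all 5 samples each of the lists so called had an adjusted p = 0.999 with an estimated correlation in camera. For antigen presentation, between 1 and 20 of 20 slopes were negative depending on the sample left out, with the fewest without the 96 h sample. Its direction was therefore not stable, and its 20 probe sets stood for 10 measured genes.

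IFNL1, a lambda interferon gene, was at 7.67, 7.64 and 7.47 at 4, 18 and 24 h and at 5.57 and 5.44 at 96 h and 1 week (late minus early -2.09, adjusted p = 0.189 from limma), and RAET1L, a stress-induced ligand of a natural killer cell receptor, had a difference of -2.44 (adjusted p = 0.189). IFIT2 and IFIT3 had slopes of -0.60 and -0.50 per doubling of the hours, and IFI27 and HCP5 slopes of 0.39 and 0.24, all with an adjusted p of 1. Slopes of 0.225 and 0.224 were those of CRYAB and GSTM4, neither of them called. TFF1, an estrogen-responsive secreted peptide, was at 7.16 at 96 h and between 4.49 and 5.40 in the other samples. Of 10 endothelial markers 4 lay above background, as did 4 of 7 adipocyte markers and 7 of 16 leukocyte markers, and against the stricter background of 4.49 these counts were 3, 1 and 4.

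A hypothesis that proliferation falls over the labelled times was tested. All 35 slopes were negative, but these signs had been seen before the hypothesis was chosen and are no test of it. With an estimated correlation of 0.422 between the genes, they are also not 35 independent observations. Quantile normalization kept 92.2% of the mean slope, which met the bound set beforehand against a difference in scale between arrays, but it had little to move. The median SD of the genes, 0.41, lay at percentile 100.0 of random lists matched on mean expression. This argues against a scale difference acting alike on genes of the same level as the source of their spread. The percentile does not measure the slope along time. Of the 120 orders of the times, 19 gave a mean slope as large (exact permutation test, two-sided, p = 0.1583, adjusted p = 0.974 over 24 lists), so chance cannot be excluded. The smallest p this exact permutation test can give is 0.0083, so 1 list alone could not pass after that adjustment. With 1 sample left out, at least 27 of the 35 slopes were negative, the lowest number without the 4 h sample, which leaves open whether that sample carries the slope. A biological difference between times may exist and cannot be told apart from one between cultures.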
